# The regulation of ferroptosis by MESH1 through the activation of the integrative stress response

**DOI:** 10.1038/s41419-021-04018-7

**Published:** 2021-07-22

**Authors:** Chao-Chieh Lin, Chien-Kuang Cornelia Ding, Tianai Sun, Jianli Wu, Kai-Yuan Chen, Pei Zhou, Jen-Tsan Chi

**Keywords:** Enzyme mechanisms, Cell death, Transcription

## Abstract

All organisms exposed to metabolic and environmental stresses have developed various stress adaptive strategies to maintain homeostasis. The main bacterial stress survival mechanism is the stringent response triggered by the accumulation “alarmone” (p)ppGpp, whose level is regulated by RelA and SpoT. While metazoan genomes encode *MESH1* (Metazoan SpoT Homolog 1) with ppGpp hydrolase activity, neither ppGpp nor the stringent response is found in metazoa. The deletion of *Mesh1* in Drosophila triggers a transcriptional response reminiscent of the bacterial stringent response. However, the function of *MESH1* remains unknown until our recent discovery of *MESH1* as the first cytosolic NADPH phosphatase that regulates ferroptosis. To further understand whether *MESH1* knockdown triggers a similar transcriptional response in mammalian cells, here, we employed RNA-Seq to analyze the transcriptome response to *MESH1* knockdown in human cancer cells. We find that *MESH1* knockdown induced different genes involving endoplasmic reticulum (ER) stress, especially *ATF3*, one of the *ATF4*-regulated genes in the integrative stress responses (ISR). Furthermore, *MESH1* knockdown increased ATF4 protein, eIF2a phosphorylation, and induction of *ATF3*, *XBPs*, and *CHOP* mRNA. *ATF4* induction contributes to ~30% of the transcriptome induced by *MESH1* knockdown. Concurrent *ATF4* knockdown re-sensitizes *MESH1*-depleted RCC4 cells to ferroptosis, suggesting its role in the ferroptosis protection mediated by *MESH1* knockdown. *ATF3* induction is abolished by the concurrent knockdown of *NADK*, implicating a role of NADPH accumulation in the integrative stress response. Collectively, these results suggest that *MESH1* depletion triggers ER stress and ISR as a part of its overall transcriptome changes to enable stress survival of cancer cells. Therefore, the phenotypic similarity of stress tolerance caused by *MESH1* removal and NADPH accumulation is in part achieved by ISR to regulate ferroptosis.

## Introduction

Nutrient deprivation and various forms of environmental stresses impact the physiology and survival of organisms. To maintain homeostasis and survival under metabolic stresses, all organisms have developed adaptive strategies to cope with these adverse conditions. When bacteria are confronted with low nutrient availability, these metabolic stresses lead to the accumulation of guanosine 3′,5′-bidiphosphate (pppGpp or ppGpp), which triggers the ‘stringent response’ as a distinct metabolic state [1, 2]. (p)ppGpp binds to RNA polymerase and dramatically alters transcriptome to mediate a stress survival expression program. In addition, (p)ppGpp also inhibits translation initiation by binding to the IF2 (initiation factor 2) [3]. The levels of (p)ppGpp are regulated by its synthesis (by RelA) and degradation (by SpoT) [1, 2]. While the stringent response is highly conserved among bacteria and plants, no stringent response has been reported in mammals [4].

In multi-cellular organisms, the microenvironments of most cells are usually maintained within narrow physiological ranges. However, such “normal” physiological conditions can be disrupted by various disease processes, including vascular blockage during cardiac ischemia or stroke that would lead to a rapid depletion of oxygen, glucose as well as accumulation of lactic acids and other metabolic wastes. Similarly, the microenvironments of solid tumors may also exhibit glucose and amino acid deprivation, hypoxia, and lactic acidosis, which are caused by defective blood vessels, poor vascular perfusion, and overgrowth of the tumor cells. In mammalian cells, different stress conditions lead to distinct stress responses to coping with specific metabolic challenges. For example, under limiting oxygen, cells develop a hypoxia response triggered by hypoxia-inducible factors that mediate various metabolic changes to cope with the limited oxygen supply [5–7]. Similarly, lactic acidosis from tumor hypoxia and anaerobic glycolysis trigger metabolic reprogramming to limit glycolysis [8–11]. Glucose deprivation leads to energy depletion, increased AMP/ATP ratios, and subsequent *AMPK* activation that limits biosynthesis through the phosphorylation of acetyl-CoA carboxylase 1 (ACC1) [12]. Over time, these stress conditions also select tumors with genetic changes that offer survival advantages under stresses [10, 13]. Other than these stress-specific responses, mammalian cells also have a conserved and stereotypic stress response pathway named the endoplasmic reticulum (ER) stress or unfolding protein response (UPR). ER stress can be initiated by amino acid deprivation [14], hypoxia, and lactic acidosis [10] as well as other stresses [15]. ER stress or UPR are usually divided into three parallel and distinct branches as defined by signaling proteins in ER: PERK (PKR–like ER kinase), IRE1 (inositol requiring enzyme 1), and activating transcription factor 6 (ATF6). A PERK branch mediates an integrative stress response (ISR) [15], which is characterized by the phosphorylation of the eIF2α (alpha subunit of eukaryotic translation initiation factor 2) that reduces the global protein synthesis while allowing the preferential translation of *ATF4*. *ATF4* functions to induce the transcription of another transcription factor, *CHOP* (GADD153/DDIT3). Together, *ATF4* and *CHOP* enhance the transcriptional expression of genes involved in amino acid metabolism and resistance to oxidative stress.

Although the stringent response has not been reported in metazoa or mammals, the metazoan genome contains *MESH1* (Metazoan homologs of SpoT), a homolog of bacterial *SpoT* that possesses the enzymatic activities of the ppGpp hydrolase [16]. However, (p)ppGpp is barely detectable in metazoan cells. The genetic deletion of *Mesh1* in Drosophila shows upregulation of stress-responsible genes, suggesting the presence of a bacterial stringent-like stress response in metazoa [16]. Recently, we identified *MESH1* as the first cytosolic NADPH phosphatase [17] which was induced by erastin treatment or cystine deprivation [18]. *MESH1* knockdown robustly protected cells from ferroptosis, a novel form of iron-dependent cell death characterized by lipid peroxidation [18, 19]. Ferroptosis is triggered by a wide variety of environmental stresses experienced by mammalian cells. *MESH1* was identified by the functional genomic screens during cystine-deprived death [20]. Therefore, similar to the SpoT inhibition to protect bacterial cells from stress death, *MESH1* removal also protected human cells from ferroptosis induced by extreme oxidative stresses. While *MESH1* removal leads to stress tolerance phenotypes, much remains unknown about the transcriptional response of *MESH1* removal.

The transcriptional response is a prominent feature of a bacterial stringent response. Since the deletion of *Mesh1* in *Drosophila* led to transcriptional response reminiscent of bacterial stringent response [16] and the knockdown of *MESH1* conferred robust protection against ferroptosis [18], we wished to understand the transcriptional response to *MESH1* knockdown in human cells. Here we report that as part of the transcriptional response to *MESH1* knockdown, it triggers a prominent feature of the ER stress response with repression of cell proliferation and the ATF4 activation by ISR contributing to ferroptosis protection under *MESH1* knockdown. These findings suggest *MESH1* removal triggers a stress response that helps mammalian cells to cope with extreme oxidative stresses and prevents ferroptosis.

## Results

### *MESH1*-knockdown induces an extensive transcriptional response

The bacterial stringent response is characterized by extensive transcriptome changes [1]. Similarly, the depletion of Drosophila *Mesh1* also triggered dramatic transcriptional changes reminiscent of bacterial stringent response [16]. Since the knockdown of human *MESH1* offered strong ferroptosis protection, we wished to investigate the transcriptional response to *MESH1* knockdown to (1) understand the ferroptosis protection phenotypes and (2) explore their potential similarity with these previously reported features of bacterial stringent response by removal of Drosophila *Mesh1*. We employed RNA-Seq to profile the transcriptome of RCC4 cells transfected with either control or two independent *MESH1* siRNAs that efficiently knocked down *MESH1* RNA expression (GEO: GSE114282). 

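The RNA-seq libraries come from RCC4 cells collected 72 hours after transfection with 40 pmol of siRNA, in 2 experiments of 6 libraries each. Experiment 1 compared 3 libraries of siMESH1#1 with 3 of siNT and ran on lanes 4 to 7. Experiment 2 compared 3 libraries of siMESH1#2 with its own 3 of siNT on lane 2, so each siRNA is compared only with the siNT of its experiment. The authors' deposited counts of reads per gene had between 34063155 and 49134129 reads per library in experiment 1 and between 24787804 and 31651125 in experiment 2. Each comparison used edgeR's quasi-likelihood test on these counts with TMM scaling, and genes were called at an adjusted p-value (Benjamini-Hochberg) under 0.05. The tests, gene lists and threshold were chosen before the data were examined. After the filter on low counts, 13395 genes were tested with siMESH1#1, 13568 with siMESH1#2, and 14154 in a fit of the average over both siRNAs.
Variation between replicates limits what each experiment can resolve. Between libraries of the same group, chi-square per degree of freedom, which is near 1 for sampling noise alone, lay between 2.29 and 15.8 for siNT and siMESH1#2 and between 68.9 and 291 for siMESH1#1. The biological coefficient of variation was 0.299 in experiment 1 and 0.0490 in experiment 2. Much of the excess in siMESH1#1 follows GC content. Grouping the genes into 10 classes by the GC content of their transcripts, the median log2 change with siMESH1#1 ran from 1.10 in the lowest class to -3.67 in the highest, against 0.14 and -0.09 with siMESH1#2. Because of this trend, changes with siMESH1#1 are also given after a per-library correction for GC content, which was chosen after seeing the data. Exact permutation of 3 against 3 libraries cannot give a two-sided p-value under 0.1, and chance alone separates the groups without overlap for 10% of genes.

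**Figure D1:**
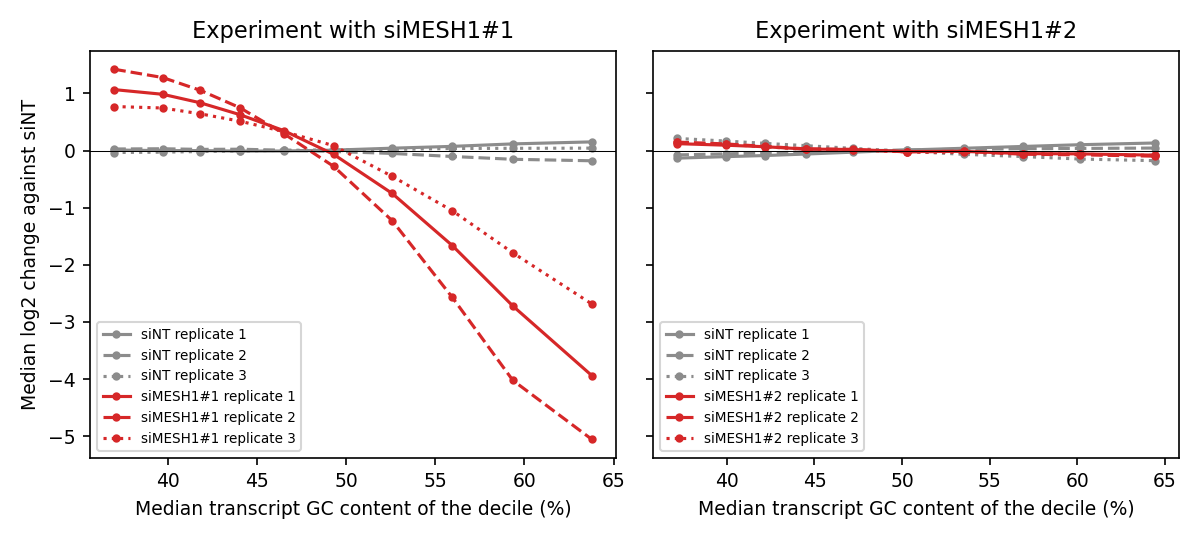
Median log2 change of each siMESH1 library from the mean of the siNT libraries of its experiment, by class of transcript GC content. Each siNT library is compared with the mean of the other siNT libraries of its experiment. Each line is 1 library.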

The successful knockdown of *MESH1* was confirmed in the RNA-Seq data (Fig. 1A). 

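MESH1 is listed under its gene symbol HDDC3 (chromosome 15, 90929964 to 90935196, minus strand). HDDC3 had 7.48 ± 0.913 CPM (counts scaled to library size) with siNT and 0.158 ± 0.158 with siMESH1#1 (mean ± SD, n = 3 each), leaving 2.11% (log2 fold change -5.56, SE 0.823, edgeR quasi-likelihood test, adjusted p = 0.00174). Its counts were 0 to 11 reads with siMESH1#1 and 292 to 438 with siNT, and the log2 change lay between -6.66 without siMESH1 replicate 3 and -4.93 without siMESH1 replicate 2. A correction for GC content and transcript length, chosen after seeing the data, moved this change most, to -3.72. With siMESH1#2, HDDC3 fell from 13.2 ± 0.630 to 1.38 ± 0.291 CPM, leaving 10.4% (log2 fold change -3.25, SE 0.129, adjusted p = 2.51e-12 from the same edgeR test). Omitting single libraries of experiment 2 gave -3.44 to -3.15. Every knockdown library lay below every siNT library of its experiment, with highest values of 0.316 CPM for siMESH1#1 and 1.72 CPM for siMESH1#2 against lowest siNT values of 6.46 and 12.7. The exact permutation p-value was 0.1 for each siRNA, the smallest it can be.

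**Figure D2:**
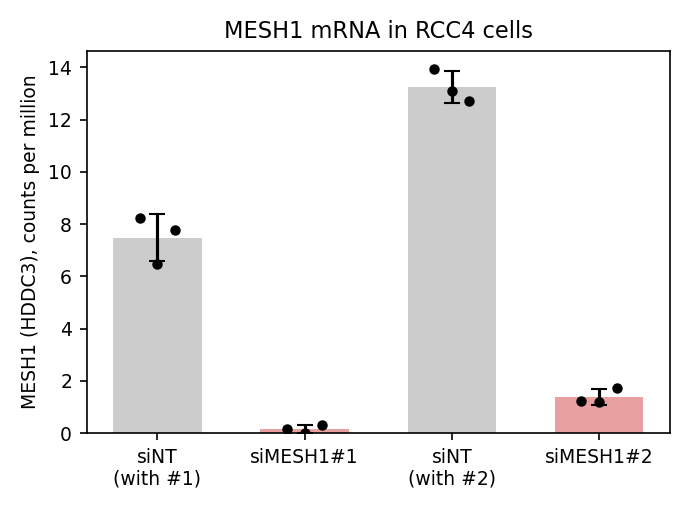
HDDC3 in CPM in each of the 12 libraries. Bars are means of 3 libraries, with SD.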

The transcriptome analysis revealed that *MESH1* knockdown triggered extensive transcriptional responses, including the downregulation of several genes in the DNA synthesis and cell cycle progression, including *CDK2* (Cyclin-dependent kinase 2), *E2F1* (E2F transcription factor 1), and *RRM2* (Ribonucleotide Reductase Regulatory Subunit M2) (Fig. 1A). 

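With siMESH1#1, 9926 of 13395 genes were called by the edgeR quasi-likelihood test, 4945 of them higher and 4981 lower than in siNT. Scaling by library size alone in place of TMM gave 4117 higher and 5611 lower. For siMESH1#2 the same test called 7235 of 13568 genes, 3613 higher and 3622 lower. The fit over both siRNAs called 5538 of 14154 genes, 2973 higher and 2565 lower. With GC correction, chosen after seeing the data, it called 5669 genes, and only 3648 of these were among the 5538. DESeq2 with a test against a log2 fold change of 0.5, chosen after seeing the data, moved the counts of the single siRNAs most, to 825 genes for siMESH1#2 and 6714 for siMESH1#1. A term for replicate number moved the count over both most, to 934 in a range from 934 to 8910 over its alternatives, and without siNT#1 replicate 3 it was 3272. Of the 12824 genes tested with each siRNA, 1994 rose and 1941 fell with both, where unrelated calls would share 1316 and 1321 (one-sided Fisher's exact test, p = 1.35e-165 and 3.20e-139, treating genes as independent). Another 1485 genes were called in opposite directions. Across genes, which are not independent replicates, the log2 fold changes of the 2 siRNAs had a Pearson correlation of 0.280 and a Spearman correlation of 0.337, and correlations between changes of single pairs of libraries ranged from 0.219 to 0.309.
CDK2 (chromosome 12, 55966769 to 55972784) fell from 80.2 ± 1.26 to 23.0 ± 5.10 CPM with siMESH1#1 (log2 fold change -1.80, SE 0.176, edgeR quasi-likelihood test, adjusted p = 5.09e-04). With siMESH1#2 it fell from 32.6 ± 1.83 to 22.1 ± 1.66 CPM (-0.56, SE 0.0713, adjusted p = 4.70e-06 from the same test). E2F1 (chromosome 20, 33675683 to 33686404) fell from 40.1 ± 3.47 to 0.366 ± 0.360 CPM with siMESH1#1 (-6.78, SE 1.01, adjusted p = 0.00176, same test). Its transcript is rich in GC, and after the GC correction chosen after seeing the data the change was -3.63. In experiment 2, E2F1 fell from 28.2 ± 1.53 to 4.90 ± 0.221 CPM (-2.52, SE 0.0830, adjusted p = 4.03e-13, same test). RRM2 (chromosome 2, 10120698 to 10131419), whose 3'UTR holds 1 match to the siMESH1#1 seed, fell from 173 ± 7.49 to 10.2 ± 0.686 CPM with siMESH1#1 (-4.08, SE 0.105, adjusted p = 1.16e-04, same test) and from 31.7 ± 1.52 to 6.17 ± 0.372 CPM with siMESH1#2 (-2.36, SE 0.0791, adjusted p = 4.69e-13, same test). GC correction left CDK2 at -1.81 and RRM2 at -4.46 with siMESH1#1.
Beyond these genes, 3730 genes were called in the same direction with each siRNA, had no overlap between groups in either experiment, where chance separates 10% of genes in 1 experiment, and reached a mean of 1 CPM. Of these, 1879 rose and 1851 fell. Ranked by the smaller of their 2 changes, the 5 that rose most were PLAG1 (log2 fold change 3.69 with siMESH1#1 and 2.78 with siMESH1#2), SCG2 (5.69 and 2.52), FAM133B (2.04 and 2.27), ETV1 (2.22 and 1.93) and HIST1H3E (3.06 and 1.79). FAM133B and HIST1H3E have close copies in the genome, so their counts are uncertain, and after the GC correction the 5 changes with siMESH1#1 were 2.64, 4.99, 1.03, 1.21 and 2.47 in the same order. PLAG1 and FAM133B stayed under 1 CPM in experiment 2, so their changes with siMESH1#2 rest on few reads. PLAG1 had 2 to 4 reads with siNT and 18 to 22 with siMESH1#2, and FAM133B 1 to 5 and 10 to 22. The 5 that fell most were HDDC3, E2F2 (-6.11 and -3.42), ASF1B (-3.85 and -3.17), EDN2 and CDC45 (-4.12 and -2.78). With siMESH1#1 E2F2 was at -4.01, ASF1B at -1.67 and CDC45 at -3.59 after GC correction. The siMESH1#1 seed matches 1 site in the 3'UTR of E2F2 and 1 in that of HIST1H3E. EDN2 had at most 1 read in the siMESH1#1 libraries, at least 6.99-fold lower than siNT, and a log2 fold change of -2.98 with siMESH1#2. After GC correction EDN2 was not called with siMESH1#1 (edgeR adjusted p = 0.0684, in a range from 3.01e-05 to 0.0877 over its alternatives).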

Next, the Gene Ontology (GO) analysis confirmed that *MESH1* knockdown repressed pathways associated with cell cycle progression and DNA replication (Fig. 1B, Supplementary Tables 1 and 2). 

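Lists of genes in cell cycle and DNA repair were compared with the genes called lower, against all genes tested (one-sided Fisher's exact test, adjusted over 16 lists in each direction). Of 43 S phase genes, 38 were lower with siMESH1#1 (88.4%, adjusted p = 1.43e-10) and 40 with siMESH1#2 (93.0%, adjusted p = 7.85e-19), while 37.2% and 26.7% of all genes tested were lower. Adjusted over the list alone, the counts were 38 and 41. For 54 G2/M phase genes, 36 were lower with siMESH1#1 (66.7%, adjusted p = 8.19e-05 by the same Fisher's test) and 52 with siMESH1#2 (96.3%, adjusted p = 2.87e-26), and the same 36 and 52 adjusted over the list alone. The DNA replication list had 29 of 35 genes lower with each siRNA (82.9%, Fisher adjusted p = 4.01e-07 and 4.70e-11), or 29 and 30 adjusted over the list alone. Base excision repair genes were lower in 24 of 32 with siMESH1#1 (adjusted p = 9.54e-05, Fisher) and 18 of 32 with siMESH1#2 (adjusted p = 0.00153, Fisher), or 25 and 18 adjusted over the list alone. Restricting the calls to changes above 1.41-fold moved base excision repair with siMESH1#1 most, to a Fisher adjusted p of 0.00100, in a range from 1.03e-05 to 0.00100 over its alternatives. With siMESH1#2 the alternatives gave Fisher adjusted p-values between 0.00195 and 0.00198. On the log2 scale CDCA8 in the G2/M list changed by -2.92 with siMESH1#1 and -2.40 with siMESH1#2, and PARP1 in the base excision repair list by -2.15 and -1.65. After GC correction the siMESH1#1 changes were -2.34 for CDCA8 and -1.96 for PARP1.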

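The DNA replication and DNA replication initiation lists were tested against all other genes with camera on log2 CPM, with the inter-gene correlation preset to 0.01. At this setting camera also called lists when siMESH1 and siNT libraries of an experiment were regrouped. It then called at most 9 of the 16 with siMESH1#2 and 11 with siMESH1#1, where the real groups gave 11 and 9. Each regrouping divides siMESH1 and siNT libraries unequally, so it keeps part of the real difference. These calls therefore do not measure how often camera calls lists falsely. DNA replication initiation was lower with siMESH1#1 (35 genes, median log2 fold change -2.15, camera adjusted p = 1.41e-06), with siMESH1#2 (-1.42, adjusted p = 2.75e-18) and over both siRNAs (adjusted p = 2.79e-14). DNA replication was lower with siMESH1#1 (35 genes, median -1.36, camera adjusted p = 1.41e-06), with siMESH1#2 (median -0.85, adjusted p = 3.16e-13) and over both (adjusted p = 4.11e-12). The S phase and G2/M phase lists were lower too, with camera adjusted p-values of 3.08e-09 and 1.34e-05 for siMESH1#1 and of 5.06e-23 and 2.34e-28 for siMESH1#2. All of these calls hold under the fry test. The setting that moved them most was camera with the correlation estimated from the data, under which DNA replication and its initiation were called with siMESH1#2 (camera adjusted p = 0.00523 and 0.00397) and not with siMESH1#1 (0.108 and 0.0875). S phase and G2/M phase were also called with siMESH1#2 and not with siMESH1#1 under it, and over both siRNAs it called initiation (camera adjusted p = 0.0395) and G2/M phase (0.00187). Among the alternatives the adjusted p of initiation with siMESH1#1 lay between 4.22e-13 and 0.0875, and that of DNA replication between 7.52e-11 and 0.108. Of single genes, MCM6 (chromosome 2, 135839626 to 135876426) changed by -1.36 with siMESH1#1 and -1.42 with siMESH1#2 on the log2 scale, and CDC6 (chromosome 17, 40287633 to 40304657) by -2.90 and -2.55. After GC correction the siMESH1#1 changes were -2.04 for MCM6 and -3.32 for CDC6, whose 3'UTR holds 1 match to the siMESH1#1 seed.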

Gene set enrichment analysis (GSEA) revealed that *MESH1* knockdown repressed DNA replication, which was also one of the features of stringent response in *Escherichia coli* [21] (Fig. 1C, Supplementary Tables 1 and 2). In addition, *MESH1* knockdown also repressed several gene sets associated with ribosome structural constituents and organelles, implying reduced translation (Fig. 1D). 

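The genes of the cytosolic ribosome were lower as a list with siMESH1#1 (76 genes, median log2 fold change -0.77, camera adjusted p = 0.0120) and over both siRNAs (adjusted p = 0.0427), and not with siMESH1#2 (77 genes, median 0.021, adjusted p = 0.509, higher). Called by edgeR, 33 of them were lower and 14 higher with siMESH1#1, against 5 lower and 10 higher with siMESH1#2. Adjusted over the list alone, the counts were 31 and 14, and 4 and 8. The siMESH1#1 call did not hold under fry (adjusted p = 0.0518). Camera with an estimated correlation moved it most, to an adjusted p of 0.614 in a range from 0.00278 to 0.614 over its alternatives. After correction for GC content and transcript length, chosen after seeing the data, its camera adjusted p was 0.0772. Leaving out siMESH1 replicate 2 changed its median most, to -0.42. Genes of the mitochondrial ribosome were lower as a list with siMESH1#2 (74 genes, median -0.079, camera adjusted p = 0.0374) and not called with siMESH1#1 (74 genes, median -0.52, adjusted p = 0.129). Of them, 27 were lower and 7 higher with siMESH1#2 and 36 lower and 20 higher with siMESH1#1, and adjusting over the list alone gave 27 and 6, and 36 and 20. The members with the smallest p-values over both siRNAs rose, RPL15 by 0.98 and 0.31 on the log2 scale with siMESH1#1 and siMESH1#2, and MRPL50 by 1.60 and 0.71. The 3'UTR of RPL15 holds 2 matches to the siMESH1#1 seed, and that of MRPL50 holds 1 match to the siMESH1#2 seed. After the GC correction, RPL15 and MRPL50 rose by 0.63 and 0.48 with siMESH1#1. A fit of all 4 groups did not call RPL15 with siMESH1#2 (edgeR adjusted p = 0.208). Reads of ribosomal protein genes are uncertain because many pseudogenes share their sequence.
With qPCR of CDK2, E2F1 and RRM2 beside the gene sets, the paper proposes that MESH1 knockdown triggers cell cycle arrest and lower ribosomal activity, much as the bacterial stringent response does.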

To validate the results of RNA-seq, we knocked down *MESH1* by control or two independent *MESH1* siRNA in RCC4 cells (Fig. 1E) and used quantitative real-time polymerase chain reaction (qRT-PCR) to confirm the significant repression of cell cycle progression genes, including *CDK2* (Fig. 1F), *E2F1* (Fig. 1G), and *RRM2* (Fig. 1H). RRM2 encodes a subunit of ribonucleotide reductase which provides the dNTPs required for DNA synthesis. Interestingly, the bacterial stringent response in *E. coli* and *Mesh1*-deficient Drosophila also caused similar cell cycle arrest [16, 21–23]. These data suggest that *MESH1* knockdown in mammalian cells triggers a transcriptional response of cell cycle arrest and reduced ribosomal activities with a striking similarity to those observed in the bacterial stringent response [22, 23] and *Mesh1* deficient Drosophila [16]. Among the transcriptional response (Fig. 1A), we are particularly interested in the upregulation of *ATF3* (Fig. 1A), considering its role as a canonical target gene of the ISR, a PERK branch of the ER stress [15].

**Fig. 1:**
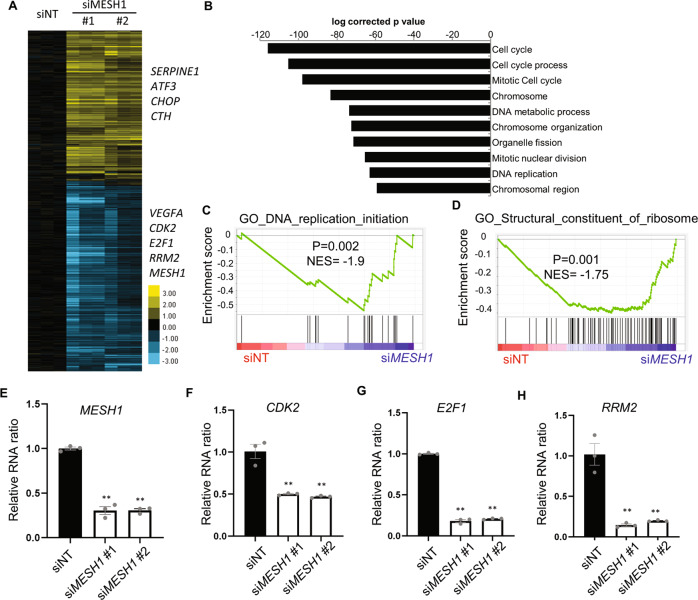
*MESH1* knockdown suppresses a transcriptional response of cell cycle progression. **A** Heatmap of the transcriptional difference between control or two independent MESH1 siRNA knockdown in RCC4 cells. *MESH1* was silenced by siMESH1#1 or siMESH1#2 and profiled by RNA-seq. Color scale indicates log2-fold-change. **B** Top ten repressed Gene Ontology processes of the transcriptome of *MESH1*-silenced RCC4 cells. **C**, **D** GSEA analysis showed the enrichment of DNA replication geneset (**C**) and constituent of ribosome (**D**) in the *MESH1* knockdown cells. **E**–**H** mRNA abundance of *MESH1* (**E**), *CDK2* (**F**), *E2F1* (**G**), and *RRM2* (**H**) as validated by rt-qPCR. mRNA abundance was determined by rt-qPCR, normalized by β-actin, and presented in relative ratio to siNT (non-targeting) treatment. *n* = 3 biological replicates. Statistical analysis: ANOVA with Tukey HSD post hoc test, **P < 0.01.

### *MESH1* knockdown triggers an ER stress response

The main function of the bacterial stringent response is to maintain survival and homeostasis under metabolic stresses and nutrient deprivations. One similar stress survival process in mammalian cells is ER stress [15] triggered by a wide variety of stress conditions. A PERK branch of ER stress, or ISR, is characterized by the eIF2α phosphorylation, ATF4 protein stabilization, transcriptional induction of *ATF3*, and other ISR genes. 

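ATF3 (chromosome 1, 212565334 to 212620777) rose from 28.1 ± 3.01 to 65.4 ± 14.9 CPM with siMESH1#1 (mean ± SD, n = 3 each, log2 fold change 1.22, SE 0.200, edgeR quasi-likelihood test, adjusted p = 0.00252). With siMESH1#2 it rose from 9.05 ± 0.906 to 12.7 ± 0.351 CPM (0.49, SE 0.0892, adjusted p = 1.84e-04 from the same test). The groups did not overlap in either experiment, which chance alone gives for 10% of genes. Correcting siMESH1#1 for GC content, chosen after seeing the data, gave 1.64. Without single libraries the change stayed between 1.05 and 1.40 with siMESH1#1 and between 0.41 and 0.57 with siMESH1#2. A fit of all 4 groups in 1 model moved the siMESH1#2 result most, to an adjusted p of 0.0719 (edgeR), in a range from 1.15e-05 to 0.0719 over its alternatives.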

We noted that *MESH1* knockdown triggered the induction of *ATF3* mRNAs by RNA-seq (Fig. 1A), a prominent feature of ISR. Therefore, we studied the changes of other ISR markers and noted the upregulation of other ISR genes, including the C/EBP homologous protein (*CHOP*), and cystathionine gamma-lyase (*CTH*) (Fig. 1A). 

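CHOP is listed under its gene symbol DDIT3 (chromosome 12, 57516588 to 57521737). With siMESH1#2 it rose from 17.5 ± 1.04 to 25.3 ± 1.34 CPM (log2 fold change 0.53, SE 0.0718, edgeR quasi-likelihood test, adjusted p = 1.09e-05). In a fit of all 4 groups the adjusted p was 0.340 (edgeR), the highest of a range from 9.33e-09 to 0.340 over its alternatives. With siMESH1#1 it was not higher, at 15.4 ± 0.821 CPM with siNT and 10.4 ± 6.36 with siMESH1#1 (-0.56, SE 0.435, adjusted p = 0.276, edgeR, exact permutation p = 0.4). Without siMESH1 replicate 3 it was lower with siMESH1#1 (-1.18, adjusted p = 0.00424, edgeR), while the alternatives that keep all libraries lay between 0.0629 and 0.611, and leaving out single libraries gave changes from -1.18 to -0.23. GC correction, chosen after seeing the data, gave -0.41.
CTH (chromosome 1, 70411218 to 70439851) rose from 8.16 ± 0.403 to 34.6 ± 0.954 CPM with siMESH1#1 (2.08, SE 0.128, edgeR adjusted p = 2.30e-04), or by 1.41 on the log2 scale after GC correction. With siMESH1#2, CTH rose from 6.23 ± 0.209 to 8.33 ± 1.02 CPM (0.42, SE 0.106, edgeR adjusted p = 0.00304). With eIF2α phosphorylation, ATF4 protein and qPCR of ATF3, CTH and CHOP, the paper proposes that MESH1 knockdown activates the PERK branch of ER stress. In the RNA-seq libraries ATF3 and CTH rose with each siRNA and DDIT3 with siMESH1#2 alone. As a list, ATF4 targets were not higher with either siRNA. Both changes were toward lower (camera adjusted p = 0.250 with siMESH1#1 and 0.0203 with siMESH1#2). Of 42 targets, 24 were lower and 9 higher with siMESH1#2. That call was lost with an estimated correlation (camera adjusted p = 0.294), and GC correction turned siMESH1#1 toward higher without a call.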

As eIF2α phosphorylation is a feature of ISR, we extracted proteins from RCC4 cells transfected with control or two independent *MESH1* siRNA and determined the status of eIF2α phosphorylation using Western blots (Fig. 2A). *MESH1* siRNAs successfully reduced the MESH1 protein levels (Fig. 2A) and increased the eIF2α phosphorylation (Fig. 2A). Giving that eIF2α phosphorylation reduces the global protein synthesis, this is consistent with the repressed ribosomal pathways at the transcriptome levels in the GSEA analysis (Fig. 1D). eIF2α phosphorylation is often associated with increased *ATF4* translation through the switching between different upstream ORFs [24]. Consistently, *MESH1* knockdown increased the level of ATF4 protein (Fig. 2A), a key transcriptional regulator of the ISR known to activate *ATF3*, *CTH*, and *CHOP*. Therefore, after confirming the successful knockdown of *MESH1* RNA (Fig. 2B), we found *MESH1* knockdown induced the expression of *ATF3* and *CTH* transcripts in RCC4 cells (Fig. 2C, D). Furthermore, we found that *MESH1* knockdown also induced the upregulation of *CHOP* in RCC4 cells (Fig. 2E) and 786-O cells (Supplementary Fig. 1A, B). Together, these data suggest that *MESH1* knockdown activates the PERK branch of ER stress pathway.

**Fig. 2:**
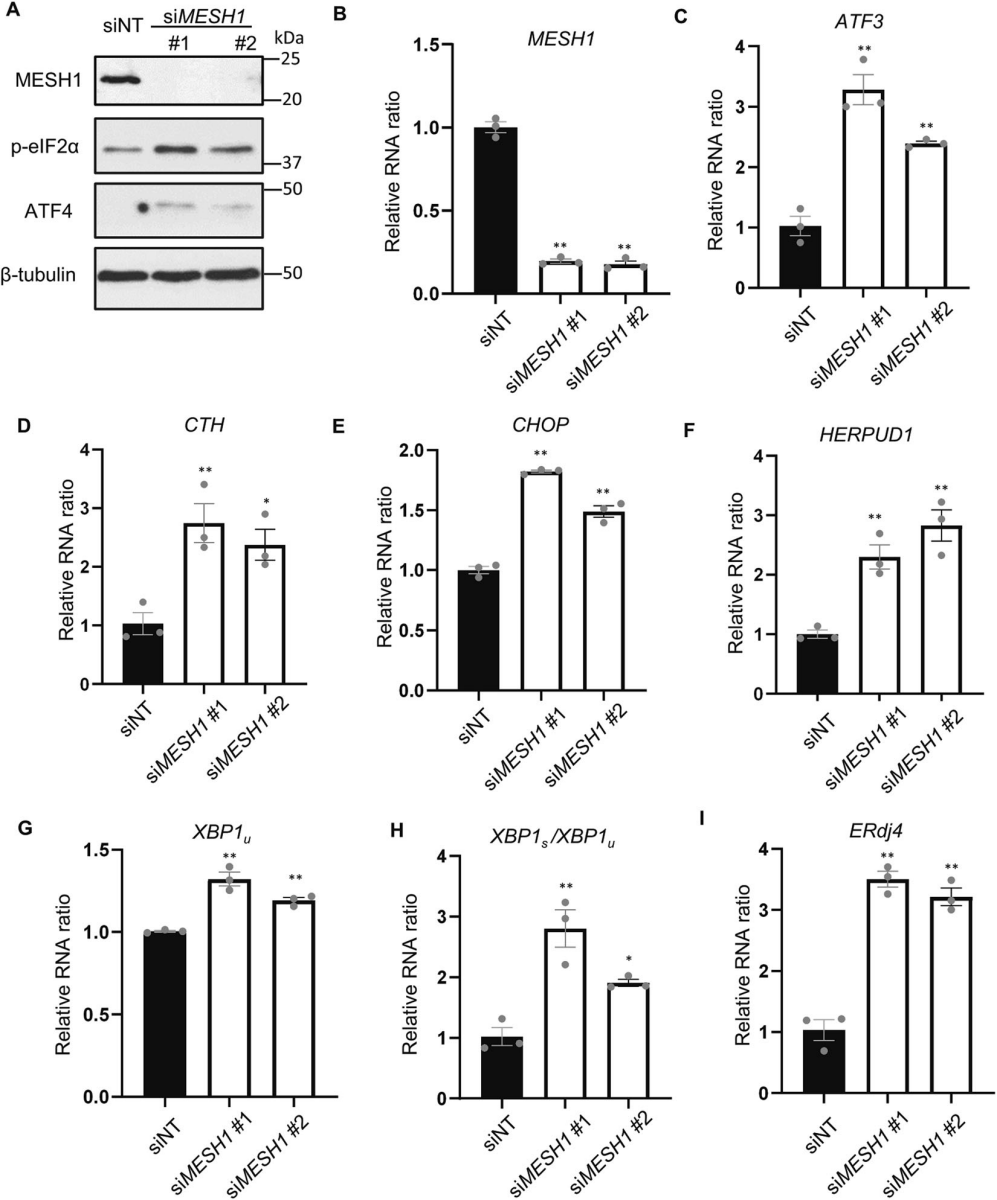
*MESH1* knockdown activates the ER stress response. **A** *MESH1* knockdown increased phosphorylated eIF2α protein and ATF4 protein expression. RCC4 cells knocked down by non-targeting (NT) siRNA or two independent *MESH1* siRNA for three days were lysed for WB. β-actin as a loading control. **B**–**I** *MESH1* knockdown (**B**) increased mRNA expression of several genes involving in the PERK pathway, including *ATF3* (**C**), *CTH* (**D**), *CHOP* (**E**), ATF6 target genes: *HERPUD1* (**F**), and total *XBP1* (*XBP1u*) (**G**), IRE1 target gene: spliced XBP1(*XBP1s*) as determined by *XBP1s*/*XBP1u* ratio (**H**) and ERdj4 (**I**). *n* = 3 biological replicates. Statistical analysis: ANOVA with Tukey HSD post hoc test, *P < 0.05, **P < 0.01.

Besides PERK pathway, we further examined the potential of *MESH1* knockdown to trigger the ATF6 and IRE1 branches of ER stresses. *MESH1* knockdown induced the expression of *HERPUD1* (Fig. 2F) and *XBP1* total mRNA expression (Fig. 2G), suggesting the activation of ATF6. The activated *IRE1* catalyzes the excision of an intron from *XBP1*-unspliced isoform (*XBP1u*) to become *XBP1*-spliced isoform (*XBP1s*). Therefore, the *XBP1s*/*XBP1u* ratio reflects the IRE1 activity and determines the folding capacity in ER [25]. qRT-PCR revealed that *MESH1* knockdown significantly increased the *XBP1s*/*XBP1u* ratio in RCC4 and 786-O cells (Fig. 2H, Supplementary Fig. 1C) as well as XBP1s target gene *ERdj4* (Fig. 2I). Taken together, these data indicate that *MESH1* knockdown actives all three branches of ER stress pathway.

### The role of ATF4 in the transcriptional response to MESH1 knockdown

*ATF4* is the main transcription factor responsible for the transcriptional feature of ISR [15]. To determine the contribution of *ATF4* to the transcriptome response to *MESH1* knockdown, we compared the transcriptional response of RCC4 to *MESH1* knockdown alone or in combination with *ATF4* knockdown (Fig. 3A, GEO: GSE114128). The heatmap shows that the *MESH1* and *ATF4* double knockdown mitigated a portion of the transcriptional response of *MESH1* knockdown (Fig. 3A). However, a significant portion of the transcriptional response of *MESH1* knockdown was not affected by the *ATF4* knockdown (Fig. 3A). In general, approximately 30% (294 out of 980 genes) of the *MESH1*-knockdown signature was affected by simultaneous *ATF4* knockdown (Fig. 3B), suggesting that *ATF4*-mediated integrated stress response is a notable feature of *MESH1*-knockdown signature. Next, we used qRT-PCR to validate the *ATF4*-mediated vs. non-*ATF4*-mediated transcriptional response to *MESH1* knockdown. We examined the RNA expression of two known target genes of *ATF4*, *ATF3*, and *CTH* (Fig. 3C, D). *MESH1* knockdown upregulated *ATF3* and *CTH*, and these upregulations were indeed abolished by simultaneous *ATF4* knockdown (Fig. 3C, D). We also validated the *MESH1*-knockdown responsive gene that was not affected by simultaneous *ATF4* knockdown (Fig. 3E, F). We found that *ACLY* (ATP citrate synthase) (Fig. 3E) and *RRM2* (Fig. 3F) were both repressed upon MESH1 knockdown, but these changes were not affected by simultaneous *ATF4* knockdown (Fig. 3E, F). Collectively, these data suggest the *ATF4*-mediated transcriptional profile contributed significantly to a portion of the transcriptional response to *MESH1* knockdown. However, *MESH1* knockdown also triggered ATF4-independent transcriptional changes.

**Fig. 3:**
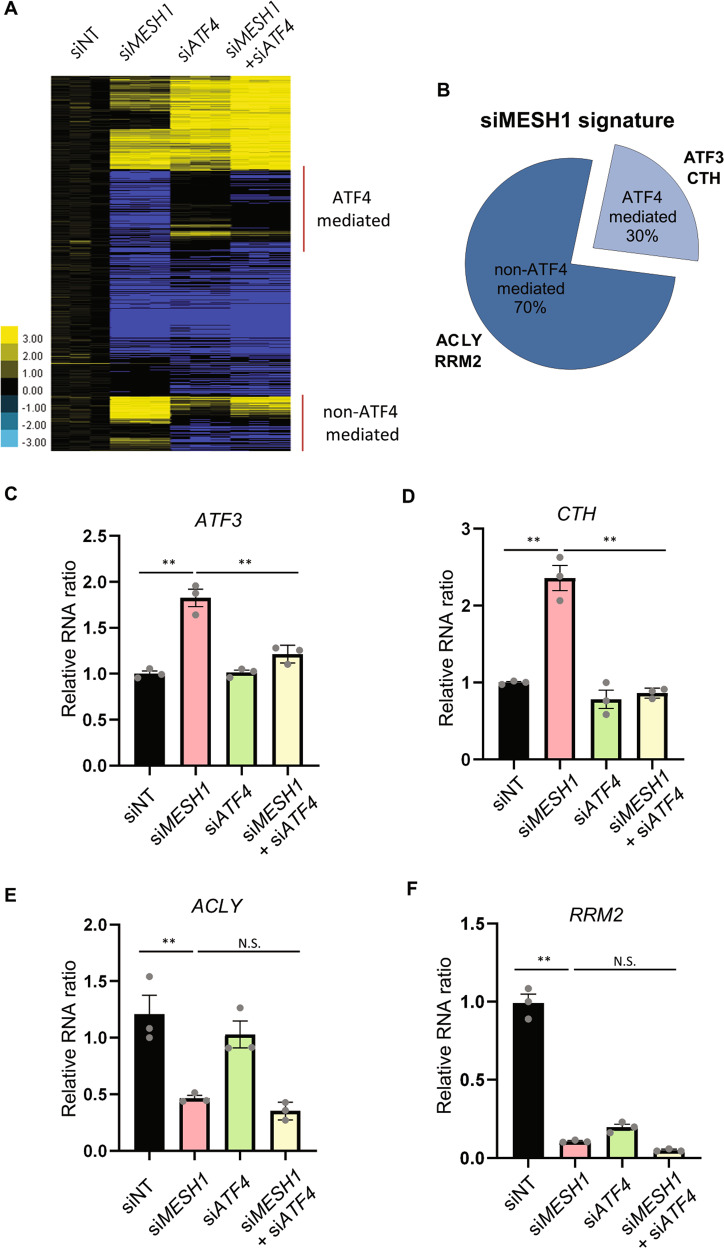
Simultaneous *ATF4* knockdown abolished a portion of *MESH1*-knockdown signature. **A** Heatmap of the transcriptional response of RCC4 to *MESH1* knockdown alone or in combination with *ATF4* knockdown profiled by the array. **B** Transcriptional signature of *MESH1* silencing (si*MESH1* signature) is defined as differential gene expression with fold change > 1.41 with *t* test *P* < 0.05. *ATF4*-mediated genes are defined as having a si*MESH1* signature that is reversed upon simultaneous *ATF4*-silencing with fold change > 1.41 and *t* test *P* < 0.05 compared to *MESH1*-knockdown toward the direction of siNT samples. Note that genes affected by si*ATF4* alone are identified as an off-target effect (due to the low expression level of *ATF4* in unstressed RCC4 cells) and are excluded from the analysis. **C**, **D** Simultaneous *ATF4*-knockdown abolished the *ATF4*-targeted genes *ATF3* (**C**) and *CTH* (**D**) induced by *MESH1*-knockdown. **E**, **F** Simultaneous *ATF4*-knockdown did not alter *ACLY* (**E**) and *RRM2* (**F**) induced by *MESH1* knockdown in RCC4 cells. mRNA abundance was determined by rt-qPCR, normalized by β-actin, and presented in relative ratio to non-targeting control (**C–F**). Statistical analysis: ANOVA with Tukey HSD post-hoc test, **P < 0.01.

### The functional role of *ATF4* and ISR in the *MESH1* knockdown

Previously, we found that *MESH1* knockdown protects RCC4 cells from ferroptosis [18]. To investigate the role of ISR in the stringent responses induced by *MESH1* knockdown, we first evaluated whether the activation of ISR can prevent ferroptosis. Given tunicamycin can inhibit the N-linked glycosylation of proteins in ER to trigger ISR [26], we treated cells with erastin alone or together with tunicamycin (Fig. 4A). We found that the treatment of tunicamycin significantly protected cells from ferroptosis, consistent with previous reports [27–29] (Fig. 4A). Brefeldin A can also trigger ISR by targeting protein transport from ER to Golgi [30]. Similar to tunicamycin, brefeldin A also protected cells from erastin-induced ferroptosis (Fig. 4B). These data suggest that ISR triggered by tunicamycin or brefeldin can protect cells from ferroptosis. Given our data suggests that *MESH1* depletion triggers ISR by upregulating ATF4 expression (Figs. 2 and 3), we determined whether the induced *ATF4* may contribute to the ferroptosis protection offered by *MESH1* knockdown. To test this possibility, we determined if simultaneous *ATF4* knockdown would mitigate the ferroptosis protection phenotypes of *MESH1* knockdown. Indeed, the *ATF4* knockdown abolished the ferroptosis survival phenotype of *MESH1*-knockdown cells by the CellTiter Glo assay (Fig. 4C). We further validated the results using the CellTox Green assay to observe the membrane rupture under erastin treatment (Fig. 4D) as quantified in Fig. 4E. In this assay, the dye enters the cells after membrane rupture and then binds DNA to display green fluorescent signals. We found that the protective effect of *MESH1* knockdown under erastin treatment was abolished by simultaneous *ATF4* knockdown. These results indicate that the ferroptosis-resistance phenotype in *MESH1*-knockdown cells may require the activation of the *ATF4* and integrated stress response pathway.

**Fig. 4:**
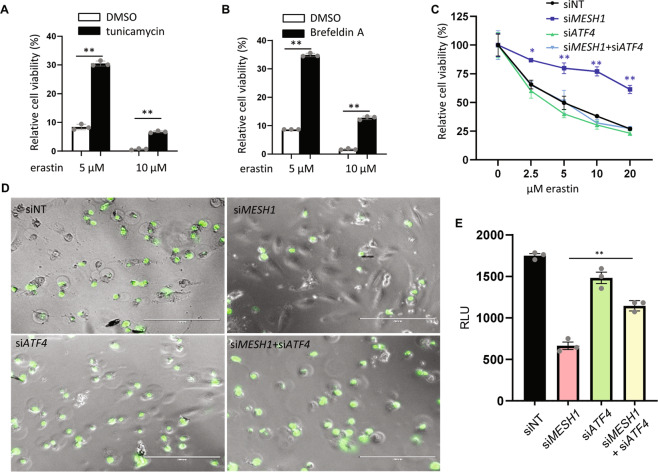
ISR induced by *MESH1* knockdown attenuates ferroptosis. **A**, **B** Tunicamycin and brefeldin A treatment prevents erastin-induced cell death. RCC4 cells were treated with erastin and in combination with tunicamycin (6 µg/ml) (**A**) or brefeldin (2 µg/ml) (**B**). The relative cell viability was determined by CellTiter Glo assay. **C**, **D** *ATF4*-knockdown abolished the ferroptosis survival phenotype of *MESH1*-knockdown in RCC4 cells as determined by CellTiter Glo assay (**C**) or CellTox Green assay to observe the membrane rupture under erastin treatment (5 µM) (**D**) and quantified in (**E**). Statistical analysis: ANOVA with Tukey HSD post hoc test, *P < 0.05, **P < 0.01.

### The potential contribution of enzymatic activities of MESH1 to the cellular responses to *MESH1* knockdown

We have previously found that MESH1 is an NADPH phosphatase that regulates the level of NADPH during the process of ferroptosis [18]. MESH1 mediates the dephosphorylation and degradation of cytosolic NADPH [18]. Importantly, the cytosolic NADPH can be generated by NAD kinase (NADK) by phosphorylating NADH [31]. Therefore, *MESH1*-depleted phenotypes, such as ferroptosis protection [32], were genetically “suppressed” by the knockdown of *NADK* through the suppression of the cytosolic NADPH level [18]. We thus transfected RCC4 cells with siRNA targeting *MESH1* and *NADK*, either alone or in combination for three days (Fig. 5A, B), and examined the transcriptional changes. 

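VEGFA (chromosome 6, 43770184 to 43786487) is the gene followed here. VEGFA fell from 246 ± 24.7 to 47.1 ± 12.1 CPM with siMESH1#1 (log2 fold change -2.38, SE 0.219, edgeR quasi-likelihood test, adjusted p = 4.43e-04). After GC correction, chosen after seeing the data, the change was -1.87, and the 3'UTR of VEGFA holds 1 match to the siMESH1#1 seed. With siMESH1#2, VEGFA rose from 506 ± 61.7 to 672 ± 46.1 CPM (0.41, SE 0.0694, adjusted p = 1.03e-04, same test). A fit of all 4 groups gave the rise an adjusted p of 0.160 (edgeR), the highest of a range from 1.16e-07 to 0.160 over its alternatives. The paper states that the NADPH phosphatase activity of MESH1 regulates VEGFA.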

First, we validated two genes shown in our RNA-seq (Fig. 1A) to be regulated by the NADPH phosphatase activity of MESH1. Since the MESH1 was induced by extracellular nutrient (cystine) deprivation [18], we focused on genes that encoded proteins that modulate tumor angiogenesis and microenvironments, including vascular endothelial growth factor A (*VEGFA*) and Serpin Family E Member 1 (*SERPINE1*). We found that the downregulated VEGFA upon *MESH1* knockdown was mitigated by concurrent NADK knockdown (Fig. 5C). Also, the induction of SERPINE1 upon *MESH1* knockdown was also mitigated by concurrent NADK knockdown (Fig. 5D). These data suggest that NADPH levels upregulated by *MESH1* knockdown may regulate a subset of the transcriptional response. Therefore, we further examined whether the PERK pathway of ER stress was regulated similarly by measuring p-eIF2α and ATF4 protein levels by Western blots (Fig. 5E) and the mRNA levels of *ATF3* (Fig. 5F), *CHOP* (Fig. 5G), and *CTH* (Fig. 5H). We found that the induction of different molecular features of the PERK pathway by *MESH1* knockdown can be mitigated by the co-depletion of *NADK* (Fig. 5E–H). Similar effects were also observed in ATF6 (XBP1_u_) (Fig. 5I) and IRE1α (XBP1_s_) (Fig. 5J) pathways. Collectively, these data implicate the role of the NADPH phosphatase activity of MESH1 in regulating ER stress. This is consistent with the previous observation that the knockdown of NADK mitigates the ferroptosis protection phenotypes associated with *MESH1* knockdown [18]. Together, while our previous findings showed the crucial role of MESH1 as an NADPH phosphatase in regulating the NADPH level and ferroptosis, these results suggest that NADPH levels regulated by MESH1 may trigger ER stress and ISR as another mechanism to determine ferroptosis (Fig. 5K).

**Fig. 5:**
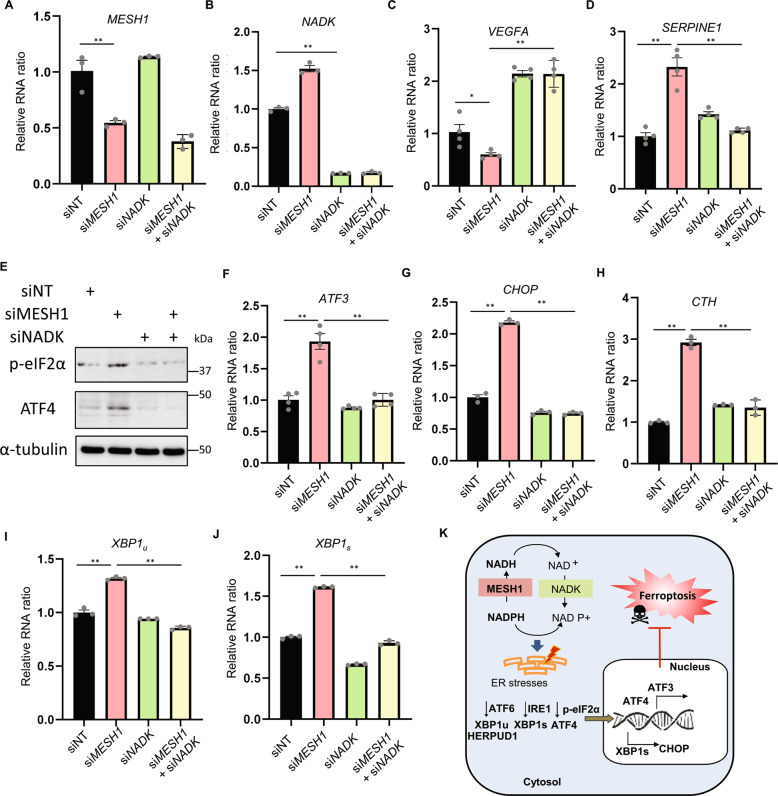
The NADPH phosphatase activity of MESH1 regulates a subset of genes. **A**, **B** RCC4 cells transfected with non-targeting (NT) siRNA, *MESH1*-targeting siRNA, *NADK*-targeting siRNA, or both *MESH1-* and *NADK*-targeting siRNA were validated by its MESH1 (**A**) and NADK levels (**B**). **C**, **D** NADPH phosphatase activity of *MESH1* regulates the mRNA level of *VEGFA* (**C**), and *SERPINE1* (**D**). **E–H** the PERK pathway activated by *MESH1* knockdown was shown to be mitigated by co-depletion of NADK as determined by WB of the eIF2α phosphorylation (**E**), ATF4 protein expression (**E**), and the mRNA levels of *ATF3* (**F**), *CHOP* (**G**), *CTH* (**H**). **I**, **J** ATF6 target gene, total *XBP1* (*XBP1u*) (**I**) and IRE1 target gene, spliced XBP1(*XBP1s*) (**J**) shown to be activated by *MESH1* knockdown were also mitigated by concurrent knockdown of *MESH1* and *NADK*. **K** Schematic illustration ISR triggered by *MESH1* knockdown in preventing ferroptosis. Statistical analysis: ANOVA with Tukey HSD post hoc test, *P < 0.05, **P < 0.01.

## Discussion

Here, we have shown that the *MESH1* knockdown leads to a reproducible activation of the different branches of ER stresses, including PERK, IRE1, and ATF6. Therefore, MESH1 removal triggers ER stress and represents a form of mammalian stress response pathway. Given the ability of MESH1 to dephosphorylate NADPH, the *MESH1* knockdown has been shown to increase NADPH and protect ferroptosis [18]. Here, we found that NADK knockdown also abolishes the different features of the ER stress activation of *MESH1* knockdown, suggesting a critical role of NADPH accumulation. Our results are consistent with several studies drawing the connections between NADPH and ISR or ER stress. For example, Hexose-6-phosphate dehydrogenase (*H6PD*) is an ER enzyme that generates NADPH and activates different arms of UPR, including *ATF4*, *XBPs*, and *CHOP* induction [33]. Another recent study also showed that elevated NADPH from the TCA cycles triggers the UPR in cancer cells as a metabolic sensing mechanism in ER [34]. Therefore, the accumulation of the NADPH upon *MESH1* knockdown may also contribute to the ISR in the cancer cells. Such finding is also supported by an independent study of RSH in *Caenorhabditis elegans* [35]. However, the detailed mechanisms by which *MESH1* removal and NADPH accumulation lead to ISR remains to be investigated in the future.

It is important to note that the *MESH1* knockdown triggers a transcriptional program highly reminiscent of the transcriptional response of bacterial stringent response [1] and to *Mesh1* removal in Drosophila [16]. Although *MESH1* knockdown leads to activation of the *ATF4* and ISR, these changes only contribute to ~30% of the transcriptional response. Therefore, a significant portion of the transcriptional response to *MESH1* knockdown was independent of ATF4. In addition to eIF2a-ATF4, *MESH1* depletion also activates the *IRE1* and *ATF6*, indicating that *MESH1* knockdown and NADPH accumulation activates all three branches of the ER stress response. Furthermore, the GO and GSEA analysis of the transcriptome responses to *MESH1* knockdown showed the repression of the DNA proliferation, cell cycles, and mitotic pathways with significant similarities with the transcriptome response to the removal of Drosophila *Mesh1* [16] and bacterial stringent response. Therefore, *MESH1* removal may trigger a form of mammalian stringent-like stress response pathway beyond ER stress. An important distinction between the bacterial stringent response and the mammalian counterpart is that bacterial ppGpp is a signaling molecule whose level is dramatically induced during stress and binds to the RNA polymerase to mediate the transcriptome, whereas NADPH serves as an essential agent to mediate the lipid biosynthesis and regeneration of the GSH to overcome oxidative stresses. Together with previous studies [16, 18], these results suggest significant evolutional conservation of phenotypic and transcriptional response to the *MESH1* removal across kingdoms.

*MESH1* knockdown has been shown to confer resistance to ferroptosis induced by oxidative stresses [18]. The activation of ER stress has been shown to confer stress survival to various metabolic stresses [15, 20]. For example, *ATF4* upregulation confers the survival of amino acid deprivation [14], combined hypoxia and lactic acidosis [10, 13], and various tumor therapeutics [36, 37]. Therefore, we expect that *MESH1* knockdown may enable stress survival under stress conditions beyond ferroptosis. While the role of MESH1 beyond ferroptosis remains to be established, its functional relevance and connection with other well-established stress responses will be actively investigated in the future.

## Methods

### Gene-silencing using RNAi

RCC4 cells or 786-O cells were plated in a 6-well plate with 10^5^ cells per well. After 18 h of incubation, the cells were transfected with 40 pmol of siRNA and 3 μL of Lipofectamine RNAiMAX for 72 h. The efficacies of this siRNA were then validated by rt-qPCR or Western blots. Non-targeting siRNA (siNT) (Qiagen, AllStars Negative Control siRNA, SI03650318). 

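Each siMESH1 target sequence was searched in the transcripts of HDDC3 (GENCODE release 29), with U read as T. The siMESH1#1 target GGGAATCACTGACATTGTG lies in exon 2, in the coding sequence, from position 147 of the 1047 bases of transcript HDDC3-201 (chromosome 15, 90932064 to 90932082, minus strand), within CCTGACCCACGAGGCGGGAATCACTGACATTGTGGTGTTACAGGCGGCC. It is found in 9 of the 10 annotated transcripts. The siMESH1#2 target CTGAAGGTCTCCTGCTAACTA lies in exon 4, in the 3'UTR, from position 843 (90931109 to 90931129), within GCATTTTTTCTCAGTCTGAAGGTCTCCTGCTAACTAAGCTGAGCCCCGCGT. It is found in 6 of the 10 transcripts. Their guide strands have seeds at positions 2 to 8 that match ACATTGT for siMESH1#1 and GCTAACT for siMESH1#2.

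**Figure D3:**
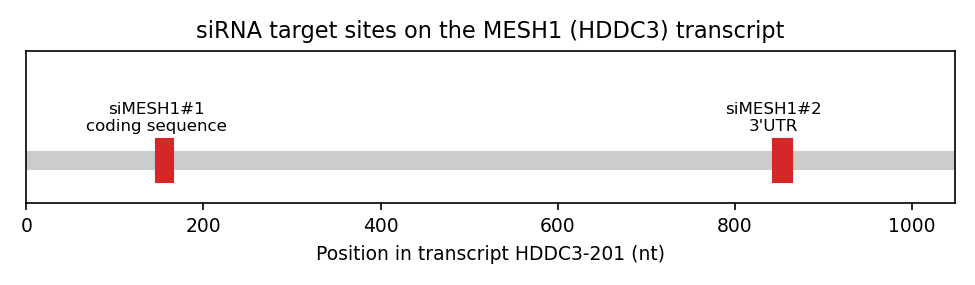
Target sites of siMESH1#1 and siMESH1#2 on transcript HDDC3-201.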

Other siRNA includes si*MESH1*#1 (target sequence GGGAAUCACUGACAUUGUG, D-031786-01, Dharmacon), si*MESH1*#2 (target sequence CTGAAGGTCTCCTGCTAACTA, SI04167002, Qiagen), si*ATF4* (target sequence GAUCAUUCCUUUAGUUUAG, CAUGAUCCCUCAGUGCAUA, GUUUAGAGCUGGGCAGUGA, CUAGGUACCGCCAGAAGAA, M-005125-02, Dharmacon), si*NADK* (target sequence UGAAUGAGGUGGUGAUUGA, CGCCAGCGAUGAAAGCUUU, GAAGACGGCGUGCACAAU, CCAAUCAGAUAGACUUCAU, M-006318-01, Dharmacon). If not specified, si*MESH1* indicated si*MESH1*#1.

### Cell culture and reagents

The RCC4 cell line was a gift from Denise Chan (University of California, San Francisco, San Francisco, CA) and was authenticated by DDC (DNA Diagnostics Center) Medical using the short tandem repeat method and tested to be mycoplasma-free in November 2015. 786-O cells were purchased from the Cell Culture Facility at Duke University (Durham, NC, USA). 786-O cell line has been authenticated by STR DNA profiling and tested to be mycoplasma-free by Duke Cell Culture Facility. All cells were cultured in DMEM with 4.5 g/L glucose and 4 mM Glutamine (11995-DMEM, ThermoFisher Scientific) and 10% heat-inactivated fetal bovine serum (Hyclone # SH30070.03HI) in a humidified incubator, at 37 °C with 5% CO_2_. Tunicamycin (T7765) and brefeldin A(B7651) were purchased from Sigma. Erastin was synthesized at Small Molecule Synthesis Facility at Duke University.

### Western blots

Western blotting was performed as previously described [38]. After 72 h of siRNA transfection, RCC4 cells were washed once with ice-cold PBS, then resuspended in RIPA buffer with protease and phosphatase inhibitors. The samples were then lysed by a constant vortex for 30 min at 4 °C, then spun down at 13,000 rpm for 10 min at 4 °C. The protein concentration of the supernatant was determined by the Pierce BCA protein assay kit (#23225, ThermoFisher). Around 40 μg of the protein samples were loaded on 10% sodium dodecyl sulfate-polyacrylamide gel electrophoresis gels, transferred to PDVF membrane, blocked with 5% non-fat milk in TBST. The PVDF membranes were then incubated with primary antibodies overnight at 4 °C. Primary antibodies: MESH1 (1:1000, HPA040895, Sigma); p-eIF2α (1:1000, #9721, Cell signaling); ATF4 (1:500,60035-1, Proteintech); α-tubulin (1:1000, sc-32293, Santa Cruz); β-tubulin (1:1000, #2128, Cell Signaling).

### Quantitative real-time PCR

Total RNA from the samples was extracted using the RNeasy mini kit (Qiagen, 74104) following the manufacturer’s instructions. Total RNA (1.5 µg) was reverse transcribed to cDNA by random hexamers and SuperScript IV (Invitrogen). Power SYBRGreen Mix (ThermoFisher Scientific, 4367659) and StepOnePlus Real-time PCR system (Applied Biosystems) were then used to quantify relative RNA ratio. Samples were biologically triplicated for mean ± SEM. The primer sequences for RT-qPCR are listed in Supplementary Table 3.

### Transcriptome analysis

RNA quality was assessed using an Agilent BioAnalyzer (Agilent). cDNA library was prepared by Illumina TruSeq Stranded mRNA LT Sample Prep Kit – Set A (Illumina, RS-122-2101) according to the manufacturer’s instructions. The library was pooled and sequenced using Illumina HiSeq 4000 with single-end 50 bp read length at The Sequencing and Genomic Technologies Shared Resource of Duke Cancer Institute. The differential analysis was performed using DESeq2 [39]. 

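The authors' deposited DESeq2 tables hold 16701 genes for siMESH1#1 and 16883 for siMESH1#2. The statistic in the authors' deposited tables tests each log2 fold change against 0.5, and their label marks changes above 1 on the log2 scale with an unadjusted p-value under 0.05. By the label of the authors' deposited tables, 2682 genes rose and 4265 fell with siMESH1#1, and 94 rose and 430 fell with siMESH1#2. At an adjusted p under 0.05 the authors' deposited tables list 6703 genes for siMESH1#1 and 779 for siMESH1#2. Of the genes in the authors' deposited tables, the edgeR quasi-likelihood test called 6480 of the 6703 (96.7%) and all 779, each in the same direction. At a threshold of 0.01 for it and the authors' deposited tables, it called 4889 of 5460 and 683 of 683. Across genes, which are not independent replicates, log2 fold changes of the authors' deposited tables and of edgeR had a correlation of 0.998 for siMESH1#1 and 0.982 for siMESH1#2. In the authors' deposited tables HDDC3 has log2 fold changes of -5.41 and -2.97 and VEGFA of -2.42 and 0.41, with siMESH1#1 and siMESH1#2.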

For cDNA microarray, cDNA was amplified with Ambion MessageAmp Premier RNA Amplification kit (ThermoFisher Scientific, AM1792). The gene expression signatures were interrogated with Affymetrix U133A gene chips and normalized by the RMA (Robust Multi-Array) algorithm. cDNA synthesis and microarray interrogation were performed by the Duke Microarray Core.

### Cell viability and cytotoxicity assays

Cell viability and cytotoxicity assays were performed as previously described [40, 41]. Cell viability of RCC4 cells was determined by CellTiter-Glo luminescent cell viability assay (Promega) following the manufacturer’s protocol. After 48 h of siRNA transfection, RCC4 cells were treated with various doses of erastin. After another 20 h of incubation, CellTiter-Glo substrate (15 µl) was added to the 96-well plate with 100 µl media for 10 min of continuous shaking. The cell viability was then determined by signal intensity using a chemiluminescence plate reader. Cytotoxicity assay was measured by the rupture of the cell membrane using CellTox Green cytotoxicity assay (Promega) by following the manufacturer’s protocol. The fluorescent dye of the CellTox Green assay was added to the media (1:1000). After 30 min of incubation. The cytotoxicity of RCC4 cells as determined by membrane rupture was imaged by fluorescent microscopy and quantified by a fluorescence plate reader.

### Statistical analysis

The number of biological replicates was presented by individual data points in each bar graph. p-values were determined by ANOVA with Tukey HSD post-hoc test in Graphpad. Error bars represent SEM, and significance between samples is denoted as *p < 0.05; **p < 0.01.

### Data deposition

The RNA-Seq and microarray data have been deposited into NCBI GEO with accession numbers: GSE114282 (RNAseq) and GSE114128 (cDNA microarray for si*MESH1* and si*ATF4*).

## Supplementary information

Supplementary information

# Supplementary material for: The regulation of ferroptosis by MESH1 through the activation of the integrative stress response
**Source:** Cell Death Dis. 2021 Jul 22;12(8):727. doi: 10.1038/s41419-021-04018-7
**Supplement:** Supplementary file 1 — Supplementary information

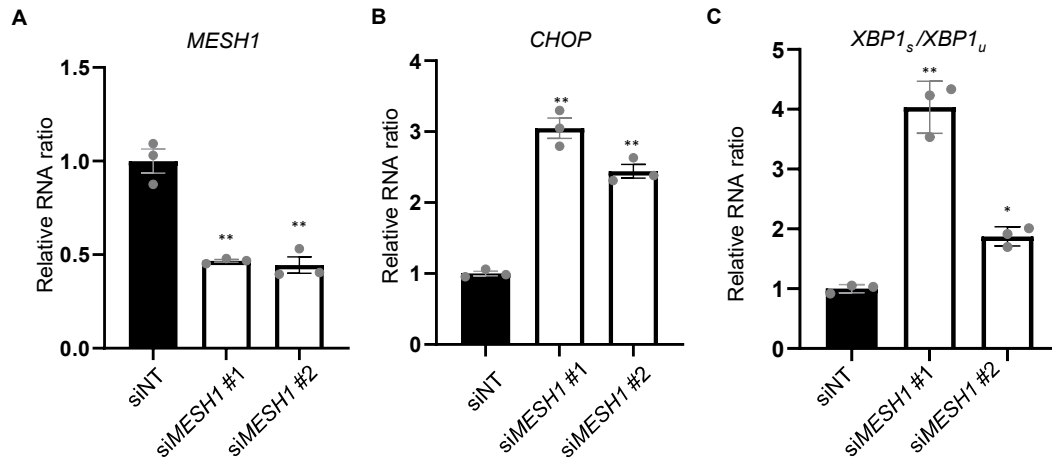

**Supplementary Figure 1** *MESH1* knockdown activates the genes involving in ER stress response in 786-O cells.

(A) Validation of *MESH1* knockdown in 786-O cells. 786-O cells knocked down by non-targeting (NT) siRNA or two independent *MESH1* siRNA for three days were lysed by for qRT-PCR. (B-C) *MESH1* knockdown increased RNA expression of genes involving in ER stress response, including *CHOP* (B), and *XBP1s/XBP1u* ratio (C) as determined by qRT-PCR. Statistical analysis: ANOVA with Tukey HSD post-hoc test, \* $P < 0.05$ , \*\* $P < 0.01$ .

**Supplementary Table 1 | Top 10 significant Gene Sets of KEGG using Gene Set Enrichment Analysis for *MESH1* silencing cells.**

| NAME (Depleted Gene Sets)*            | p-val | q-val |
|---------------------------------------|-------|-------|
| BASE_EXCISION_REPAIR                  | 0     | 0.023 |
| DNA_REPLICATION                       | 0.001 | 0.112 |
| RIG_I_LIKE_RECEPTOR_SIGNALING_PATHWAY | 0.005 | 0.123 |
| CELL_CYCLE                            | 0.001 | 0.150 |
| BLADDER_CANCER                        | 0.023 | 0.356 |
| VEGF_SIGNALING_PATHWAY                | 0.025 | 0.325 |
| OXIDATIVE_PHOSPHORYLATION             | 0.012 | 0.345 |
| HUNTINGTONS_DISEASE                   | 0.008 | 0.326 |
| FRUCTOSE_AND_MANNOSE_METABOLISM       | 0.045 | 0.343 |
| GLYCEROPHOSPHOLIPID_METABOLISM        | 0.041 | 0.378 |

**Supplementary Table 2 | Top 10 significant Gene Sets of Gene Ontology using Gene Set Enrichment Analysis for *MESH1* silencing cells.**

| NAME (Enriched Gene Sets)*                           | p-val | q-val |
|------------------------------------------------------|-------|-------|
| CILIUM_MOVEMENT                                      | 0     | 0     |
| CILIUM_MORPHOGENESIS                                 | 0     | 0.087 |
| MOTILE_CILIUM                                        | 0     | 0.060 |
| NEGATIVE_REGULATION_OF_EPITHELIAL_CELL_PROLIFERATION | 0     | 0.069 |
| CILIARY_PLASM                                        | 0     | 0.068 |
| CILIUM_ORGANIZATION                                  | 0     | 0.084 |
| CELL_PROJECTION_ASSEMBLY                             | 0     | 0.200 |
| MICROTUBULE_BUNDLE_FORMATION                         | 0.009 | 0.178 |
| SPERM_FLAGELLUM                                      | 0     | 0.161 |
| UBIQUITIN_LIKE_PROTEIN_CONJUGATING_ENZYME_BINDING    | 0.012 | 0.153 |
| NAME (Depleted Gene Sets)                            | p-val | q-val |
| TRANSLATIONAL_TERMINATION                            | 0     | 0.021 |
| MITOCHONDRIAL_TRANSLATION                            | 0     | 0.048 |
| DNA_REPLICATION_INITIATION                           | 0.002 | 0.362 |
| CELLULAR_PROTEIN_COMPLEX_DISASSEMBLY                 | 0     | 0.374 |
| HEXOSE_CATABOLIC_PROCESS                             | 0.002 | 0.531 |
| ORGANELLAR_RIBOSOME                                  | 0.001 | 0.569 |
| NUCLEAR_UBIQUITIN_LIGASE_COMPLEX                     | 0.003 | 0.498 |
| MONOSACCHARIDE_CATABOLIC_PROCESS                     | 0.003 | 0.596 |
| INTERMEDIATE_FILAMENT                                | 0     | 0.538 |
| BASE_EXCISION_REPAIR                                 | 0.005 | 0.501 |

**Supplementary Table 3 | RT-qPCR primers (listed 5' to 3')**

|             |                       |             |                       |
|-------------|-----------------------|-------------|-----------------------|
| MESH1 F'    | GAGGCGGGAATCACTGACAT  | MESH1 R'    | TTGTGCCCCAAAGTGTAGCT  |
| CDK2 F'     | GGCCATCAAGCTAGCAGACT  | CDK2 R'     | CCAGAGTCCGAAAGATCCGG  |
| E2F1 F'     | TCGTAGCATTGCAGACCCTG  | E2F1 R'     | ACATCGATCGGGCCTTGTTT  |
| RRM2 F'     | TGGGGACAAAGAGGCTACCT  | RRM2 R'     | CCAGGCATCAGTCCTCGTTT  |
| ATF3 F'     | GTCCATCACAAAAGCCGAGG  | ATF3 R'     | GGCACTCCGTCTTCTCCTTC  |
| CTH F'      | CTCACTGTCCACCACGTTCA  | CTH R'      | GCCACTGCTTTTTCAAGGCA  |
| CHOP F'     | CCTGCAAGAGGTCCTGTCTT  | CHOP R'     | GCAGGGTCAAGAGTGGTGAA  |
| HerpUD F'   | AACGGCATGTTTTGCATCTG  | HerpUD R'   | GGGGAAGAAAGGTTCCGAAG  |
| uXBP1 F'    | TCCGCAGCACTCAGACTACG  | u/sXBP1 R'  | AGTTGTCCAGAATGCCCAACA |
| sXBP1 F'    | CTGAGTCCGCAGCAGGTG    | u/sXBP1 R'  | AGTTGTCCAGAATGCCCAACA |
| Erdj4 F'    | GGAAGGAGGAGCGCTAGGTC  | Erdj4 R'    | ATCCTGCACCCTCCGACTAC  |
| ACLY F'     | CTCCGCTCTGCCTATGACAG  | ACLY R'     | TCCGATGATGGTCACTCCCT  |
| NADK F'     | CACAATGGGCTGGGTGAGAA  | NADK R'     | TTGGACAGGTAGGAGGAGGG  |
| VEGFA_F'    | CTTGCCCTTGCTGCTCTACCT | VEGFA R'    | AGCTGCGCTGATAGACATCC  |
| SERPINE1 F' | GGAGAAACCCAGCAGCAGAT  | SERPINE1 R' | TCATCCTTGTTCCATGGCCC  |

How the deposited data were processed for this re-analysis (not part of the article)

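RNA-seq libraries of RCC4 cells, an established line of renal carcinoma, were compared 72 hours after transfection with 40 pmol of siMESH1#1, siMESH1#2 or siNT. The 12 libraries form 2 experiments of 6, each with 3 siMESH1 and 3 siNT libraries. Samples were grouped by the siRNA and experiment in their labels, and libraries were never moved between groups by their values. Replicate numbers were not used to pair libraries.

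The deposited files hold whole-number counts of reads per gene, made by the authors with HTSeq and not normalized. Rows that name no gene were left out of library sizes and tests. Reads that overlap no annotated gene were 19.6% to 26.7% of reads in experiment 1 and 14.3% to 17.3% in experiment 2. Reads set aside for low alignment quality were 6.70% for siNT and 6.72% for siMESH1#1 in experiment 1 and 0 in experiment 2. The deposited DESeq2 tables hold mean normalized counts (a signal), log2 fold changes, a test statistic (a score) and p-values, as the authors computed them. They were compared with the edgeR results and were not used for any other value. The expression arrays and qPCR of the paper were not analysed here.

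Reads in genes per library had a median of 42515865 for siNT and 36100676 for siMESH1#1 in experiment 1, and of 28064379 for siNT and 29716060 for siMESH1#2 in experiment 2. A gene at 1 CPM thus rests on about 25 to 49 reads, and a group whose libraries all had 3 reads or fewer gives a bound on the fold change only.

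Counts were tested with edgeR 4.0.16 in R 4.3.3, with filterByExpr, TMM scaling and the quasi-likelihood F test (glmQLFit and glmQLFTest). P-values were adjusted with the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05 and with 0.01 as a stricter alternative. CPM are TMM-normalized. The comparisons were siMESH1#1 with siNT of experiment 1, siMESH1#2 with siNT of experiment 2, the average of both changes in a model with a term for each experiment, and the difference between the 2 changes. Errors are SD of 3 libraries, and SE of log2 fold changes comes from the edgeR fit. Exact permutation tests used all 10 splits of 6 libraries into 2 groups of 3.

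Besides the genes that the paper names, single genes are reported by a fixed rule. A gene had to be called in the same direction with each siRNA, have groups that do not overlap, and reach a mean of 1 CPM. Genes were ranked by the smaller of the 2 changes, and the 5 largest in each direction were named. The best member of each gene list was named as well, by its p-value over both siRNAs. Some single-gene results are not reported here.

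The 16 gene lists were written by hand from general knowledge and cover DNA replication, DNA replication initiation, S phase, G2/M phase, base excision repair, cytosolic ribosome, mitochondrial ribosome, oxidative phosphorylation, motile cilium, targets of ATF4, ATF6 and XBP1s, interferon response, cholesterol synthesis, hypoxia targets and NRF2 targets. They were tested with camera in limma 3.58.1 on voom log2 CPM with a correlation of 0.01, and by overlap with called genes (one-sided Fisher's exact test).

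Alternatives chosen before the data were seen were DESeq2 1.42.0, scaling by library size, at least 10 counts in every library, a fold change above 1.41, a lane covariate, a single model of 4 groups, a term for replicate number, leaving out each library, camera with an estimated correlation, fry, and preranked GSEA with fgsea 1.28.0 (10000 permutations). Alternatives chosen after seeing the data were corrections for GC content, or for GC content and length, and DESeq2 with a test against a log2 fold change of 0.5. The GC correction gives each gene and library an offset from a lowess smooth (span 0.3) of log2 CPM (prior count 1) on transcript GC content.

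GC content, 3'UTRs and positions come from GENCODE release 29 on GRCh38, matched by gene symbol, since the build and annotation behind the authors' counts are not named in the methods. Of 23710 symbols, 21258 matched by name, 1113 by an older symbol and 1339 not at all. Seed matches are sites in 3'UTRs for guide positions 2 to 8 (7 bases). Changes of genes with a match were compared with 100000 random draws of genes matched on 3'UTR length (10 groups). With GC correction the draws were also matched on the GC content of the whole transcript (10 groups). A further comparison was with all other words of the same base composition found in at least 20 genes. These steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

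The steps were tested on simulated counts with the library sizes of each experiment, 200 genes changed 2-fold and a coefficient of variation of 0.05, near that of experiment 2 and below that of experiment 1. All 200 were recovered (100%), and 2.91% of calls were false, among 13242 genes for siMESH1#1 and 13506 for siMESH1#2. With the coefficient of variation of experiment 1 (0.299), 15 of 200 changed genes (7.5%) were recovered among 13233 genes, and 0 of the 15 calls were false. This simulation gave every gene and library that variation. In the data replicates varied more with siMESH1#1 than with siNT, and the coefficient was 0.187 after GC correction. The data gave 9926 calls among 13395 genes. Changes of 2-fold with siMESH1#1 can still be missed, at a rate that the simulation does not give. With the coefficient of variation of experiment 2 (0.0490), all 200 were recovered among 13501 genes and 1.96% of calls were false. With a GC trend added to the siMESH1#1 simulation at 0.05, the uncorrected test called 10732 genes and 98.6% of calls were false. With the GC correction, 96% of changed genes were recovered and 4% of calls were false, among 12690 genes. The seed test was checked on 12461 genes. It gave a difference of 0.00296 (permutation p = 0.788) with no shift and of -0.189 (permutation p = 5.00e-04) with a shift of -0.2 added.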

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

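All tests of explanations in this part were chosen only after the results were seen.

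The change after knockdown differed between the siRNAs for 9866 genes (edgeR quasi-likelihood test of the difference, adjusted p under 0.05), of which 5626 were higher and 4240 lower with siMESH1#2 relative to siMESH1#1. Of 14 genes of the paper tested this way, 11 differed. On the log2 scale, siMESH1#2 minus siMESH1#1 was 2.47 for HDDC3, 1.39 for CDK2, 4.42 for E2F1, 1.87 for RRM2, 1.24 for DDIT3, 2.94 for VEGFA, 3.42 for ACLY and 2.43 for NADK. It was -0.58 for ATF3, -1.51 for CTH and -0.94 for HERPUD1. Only 1 of the 100 splits of the libraries within their experiments gave as many differing genes, the real split itself. The 9 other splits that keep the groups of experiment 1 gave 9076 to 9587, so a count near the real one arises from the groups of experiment 1 alone. After GC correction 8397 genes differed, 4090 higher and 4307 lower with siMESH1#2 relative to siMESH1#1. Of these, 6490 were among the 9866. Of the 11 genes of the paper, 10 differed before and after. GC content thus does not account for the difference as a whole, and it stays open as part of the cause for the genes outside those 6490. Only siNT was used in both experiments, and each change is taken against the siNT of its own experiment. With 0 siMESH1 siRNAs used in both, an effect of the siMESH1 siRNA and an effect of the experiment on the change cannot be told apart. That the depth of knockdown or the siRNA target sets the response remains open and untested.

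For single genes, GC correction left differences of 2.31 in VEGFA and 0.94 in DDIT3 on the log2 scale, so GC content is not their whole cause. The difference of HDDC3 fell to 0.59 and was no longer called (edgeR adjusted p = 0.277, with GC correction), so GC content remains possible for it. DDIT3 has 0 seed matches of either siRNA in its 3'UTR, which excludes repression through such a site. VEGFA has 1 match to the siMESH1#1 seed, so repression through this site stays open. VEGFA fell with siMESH1#1 (-2.38, SE 0.219) and rose with siMESH1#2 (0.41, SE 0.0694), which left 10.4% of HDDC3. A fit of all 4 groups did not call the rise (edgeR adjusted p = 0.160). The absence of a fall with siMESH1#2 argues against MESH1 loss shared by both siRNAs as the cause of the VEGFA fall. An effect that depends on the depth of knockdown or on the experiment stays open.

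Of the 16 lists, 6 differed between the siRNAs. The camera adjusted p of the difference was 0.0132 for DNA replication, 0.0362 for S phase, 0.0139 for base excision repair, 0.0346 for the cytosolic ribosome, 8.07e-04 for motile cilium and 0.0132 for hypoxia targets. All 6 differed in the same direction after GC correction, when 11 lists did. For the cytosolic ribosome the difference after GC correction had a camera adjusted p of 0.00464, so GC content alone does not explain it, while correction for GC content and length left siMESH1#1 itself at 0.0772 by camera, and that explanation stays open. Reads of low alignment quality were 6.70% of siNT reads in experiment 1 and were not set aside in experiment 2, so different read counting cannot be told apart from the siRNA for this list.

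Changes with siMESH1#1 followed the GC content of transcripts, with a gap of -4.77 on the log2 scale between the highest and lowest of 10 classes and a Spearman correlation of -0.753 across genes, which are not independent replicates. Single siMESH1#1 libraries had gaps of -5.01, -6.48 and -3.46. With siMESH1#2 the gap was -0.23, so a response to MESH1 loss shared by both siRNAs does not explain it. Over 700 genes that encode no protein the correlation was -0.58 (permutation p = 1e-05, the smallest they can give), which argues against codon-dependent decay and leaves a bias in making or sequencing the libraries open. The siNT of experiment 1 minus the siNT of experiment 2 had a gap of -3.21 (Spearman correlation -0.612, 13659 genes). A GC trend thus also arose between libraries without MESH1 knockdown. Sequencing lane is excluded, since pairs of siMESH1#1 and siNT libraries on the same lane still had gaps of -3.31 and -4.49. A swapped siNT library is excluded too, as the highest HDDC3 level of the siMESH1#1 libraries was 0.316 CPM.

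Genes with a match to the siMESH1#2 seed in the 3'UTR had a median log2 change 0.212 below other genes with siMESH1#2 (-0.212, permutation p = 1e-05, the smallest the draws can give). Among words of the same composition found in enough genes, 1 of 630 had a difference as low, the seed match itself. After GC correction the difference beyond genes matched on 3'UTR length and transcript GC content was -0.264, so these do not explain it. Beyond matched genes, the same genes had a difference of 0.0113 with siMESH1#1 after GC correction and of 0.171 without it. MESH1 loss thus does not explain the fall with siMESH1#2 either. Repression through the seed is the explanation left open. With siMESH1#1 and its own seed the excess was 0.0655 without correction (permutation p = 0.0776), where genes were matched on 3'UTR length alone. The median difference was then 0.540, and 11 of 420 words had one as low, counting the seed match. The median over the other words was 0.801. After GC correction the excess was -0.247, and 2 of 420 words had a difference as low, counting the seed match. Those genes had an excess of 0.00816 with siMESH1#2 after GC correction and of 0.0359 without it. Neither is a fall, so MESH1 loss does not explain the fall with siMESH1#1 after GC correction. As this excess is taken beyond genes matched on 3'UTR length and transcript GC content, these do not explain the fall either. The GC content of the 3'UTR itself was not matched. Of 515 genes lower by at least 2-fold with siMESH1#2, 90 (17.5%) carry its seed match, against 6.26% of the genes tested. This is an enrichment by a one-sided Fisher's exact test (p = 1.47e-19), which does not test for depletion. With siMESH1#1, 357 of 3854 genes lower by at least 2-fold (9.26%) carry its own seed match. This share is below the 16.9% of the genes tested (odds ratio 0.397). Of 2654 genes higher by at least 2-fold, 520 do (19.6%, one-sided Fisher's exact test for enrichment, p = 2.56e-05). After GC correction 406 of 2125 lowered genes do (19.1%, one-sided Fisher's exact test for enrichment, p = 0.00201). Of 1932 raised genes 176 then do (9.11%, odds ratio 0.444), a share below that of the genes tested. For siMESH1#1 the sign thus depends on the GC correction.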

How the results depend on the processing

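The GC corrections and DESeq2 against a log2 fold change of 0.5 were chosen only after the results were seen, and the other alternatives before. The cause of each change below was not tested.

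Among single genes, DESeq2 left 74 of 74 results the same, GC correction 64 with 4 reversed, 2 stronger and 4 weaker, and a single model of 4 groups 69 with 5 weaker. Scaling by library size alone left 73 the same and 1 weaker. Omitting 1 library at a time kept 438 results, strengthened 3 and reversed 3. With GC correction ATF4 had log2 changes of 0.68 with siMESH1#1 and 0.054 with siMESH1#2, DNAJC3 of -0.12 and SLC7A1 of 0.51 with siMESH1#1. With GC and length correction these were 0.71, 0.078, -0.19 and 0.43, where ATF4 was called higher with siMESH1#2 (edgeR adjusted p = 0.0395, in a range from 0.0395 to 0.996) and DNAJC3 lower with siMESH1#1 (edgeR adjusted p = 0.0345, in a range from 7.04e-05 to 0.124). ATF4 with siMESH1#2 lay between -0.030 and 0.023 when single libraries were left out, with the direction changing without siNT replicate 1, siNT replicate 2 or siMESH1 replicate 3.

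Among gene lists, DNA replication, its initiation and the ribosome lists are given below and are not among the 36 results counted here. For the other lists, camera with an estimated correlation left 20 of 36 results the same and weakened 16. The fry test left 23 the same, with 11 stronger and 2 reversed, and fgsea 26, with 3 stronger, 3 weaker and 4 reversed. GC correction left 26 the same, with 4 stronger, 3 weaker and 3 reversed. The ATF4 targets with siMESH1#1 changed direction under fgsea (adjusted p = 0.914), GC correction (camera, 0.417) and GC and length correction (camera, 0.496). For ATF6 targets with siMESH1#1 the direction changed under fry (0.356), fgsea (0.644), library size alone (camera, 0.961), at least 10 counts (camera, 0.906), GC correction (camera, 0.490) and GC and length correction (camera, 0.496). The interferon response over both siRNAs changed direction under fry (0.0759), fgsea (0.0804), GC correction (camera, 0.580) and GC and length correction (camera, 0.546). With 1 library left out it lay between 0.681 and 0.980 by camera, with 7 of 12 changing direction. Motile cilium with siMESH1#2 changed direction under fgsea (0.983). List overlaps were the same for 91 of 96 with DESeq2 calls, where 5 were stronger. Calls above 1.41-fold left 91 the same, 4 weaker and 1 stronger.

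The DNA replication results kept their direction under every setting. With an estimated correlation, camera gave adjusted p-values of 0.0875 for initiation with siMESH1#1, 0.108 for DNA replication with siMESH1#1 and 0.151 for DNA replication over both siRNAs. With 1 library omitted, camera gave initiation 4.61e-07 to 3.92e-05 with siMESH1#1, 3.73e-20 to 1.63e-15 with siMESH1#2 and 5.15e-16 to 5.66e-13 over both. DNA replication gave 4.61e-07 to 1.01e-05, 5.75e-14 to 4.39e-12 and 4.68e-13 to 1.23e-10.

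The cytosolic ribosome over both siRNAs lost its call under fry (0.135), an estimated correlation (camera, 0.601), fgsea (0.162), library size alone (camera, 0.0507), GC correction (camera, 0.0785) and GC and length correction (camera, 0.388). With siMESH1#1 it lost its call under fry (0.0518), an estimated correlation (camera, 0.614), fgsea (0.152) and GC and length correction (camera, 0.0772). With siMESH1#2 the direction was lower under fry (0.749) and fgsea (0.429), and GC and length correction called it higher (camera, 0.0455). Leaving out single libraries gave 0.0178 to 0.112 over both, 0.00149 to 0.0279 with siMESH1#1 and 0.0871 to 0.893 with siMESH1#2. The call over both was lost without siNT#1 replicate 2 or 3, siMESH1#1 replicate 2 or siMESH1#2 replicate 3. The siMESH1#2 direction changed without siNT replicate 3 (0.809).

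The mitochondrial ribosome was called under fry over both siRNAs (0.0378) and with siMESH1#1 (0.0127), and with GC correction over both (camera, 0.00657) and with siMESH1#1 (camera, 0.00496). With siMESH1#2 its call was lost under an estimated correlation (camera, 0.444), fgsea (0.0832) and GC and length correction (camera, 0.118). Leaving out single libraries gave 0.0255 to 0.0736 with siMESH1#2, losing the call without siNT replicate 2 or siMESH1 replicate 3, 0.119 to 0.132 with siMESH1#1 and 0.0758 to 0.151 over both.

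Counts of called genes moved with the setting. Over both siRNAs DESeq2 called 8910 genes (3954 higher and 4956 lower) and a threshold of 0.01 gave 2000. With siMESH1#2 a model of 4 groups called 2582 genes, DESeq2 against 0.5 called 825, and changes above 1.41-fold gave 2413. Shared genes numbered 1561 with 4 groups, 1241 above 1.41-fold and 2608 at 0.01. Leaving out single libraries gave 8200 to 11097 genes with siMESH1#1, 6264 to 8372 with siMESH1#2, 3272 to 6946 over both, 9103 to 11113 for the difference and 3357 to 4889 shared. The count over both was lowest without siNT#1 replicates 1, 2 and 3 (3301, 3314 and 3272) and without siMESH1#1 replicate 1 (3513). The correlation across genes lay between 0.227, without siNT#2 replicate 1, and 0.345, without siNT#2 replicate 3. A lane covariate gave 8751 genes with siMESH1#1, and GC correction 8617.

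A term for replicate block, as if libraries of the same number were paired, called 934 genes over both siRNAs (454 higher and 480 lower). Residuals of siNT and siMESH1 libraries of the same number had correlations of -0.0475, 0.224 and 0.128 in experiment 1 and -0.0630, 0.0415 and -0.0755 in experiment 2. Libraries of different numbers ranged from -0.264 to 0.167 in experiment 1 and from -0.0869 to 0.144 in experiment 2. No clear pairing by number shows, and so few pairs cannot exclude one.

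For seed matches, the siMESH1#1 seed with siMESH1#1 had an excess of 0.264 with 6 bases and of -0.247 with GC correction, which changes its direction. With GC correction the siMESH1#1 seed with siMESH1#2 had 0.00816, and the siMESH1#2 seed with siMESH1#1 had 0.0113.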

Differences from the paper's values

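Only the GC corrections were chosen after the results were seen, and the other settings before.

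The paper lists CHOP among genes induced by MESH1 knockdown. DDIT3 was higher with siMESH1#2 and not with siMESH1#1 (log2 fold change -0.56, edgeR quasi-likelihood test, adjusted p = 0.276). No setting tried made it higher with siMESH1#1.

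The paper reports that VEGFA fell after MESH1 knockdown, and by its methods siMESH1 without a number is siMESH1#1. VEGFA fell with siMESH1#1 here too. With siMESH1#2 VEGFA rose (0.41, edgeR adjusted p = 1.03e-04). The paper's text states no VEGFA result for siMESH1#2 alone, so this rise is not set against a stated value. No setting tried made it lower with siMESH1#2.

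The paper reports that ribosome gene sets fell after knockdown. The cytosolic ribosome list was lower with siMESH1#1 and not with siMESH1#2 (camera adjusted p = 0.509, higher). Its direction with siMESH1#2 was lower under fry (0.749), fgsea (0.429) and without siNT replicate 3 (0.809), none past the threshold. The mitochondrial ribosome list was not past the threshold with siMESH1#1 (camera adjusted p = 0.129). The fry test and GC correction, the latter added after seeing the data, reach the paper's call there.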

Other observations

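All tests of explanations in this part were chosen only after the results were seen.

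The lists of DNA replication, its initiation, S phase and G2/M phase fell with each siRNA. After GC correction their largest camera adjusted p was 7.52e-11, and without genes that carry the siMESH1#2 seed match it was 2.17e-14 with siMESH1#2. Without genes that carry the siMESH1#1 seed match it was at most 6.93e-05 with siMESH1#1, with or without GC correction. Neither GC content nor repression of list members through these seed matches explains the fall as a whole. For initiation over both siRNAs, 2 of the 100 splits gave a result as strong, counting the real one. Within 1 experiment 4 of the 10 splits did with siMESH1#1 and 1 of the 10 with siMESH1#2, and with 10 splits a grouping by chance cannot be told apart from an effect. Of the 16 lists camera called 9 with siMESH1#1, where 5 of the 10 splits gave as many and another split gave 11. It called 11 with siMESH1#2, where 1 of the 10 splits did. The other siMESH1#2 splits still called a median of 7 lists and at most 9. They divide siMESH1#2 and siNT libraries unequally, so they keep part of the real difference. Over both siRNAs camera called 8, where 45 of the 100 splits gave as many. As the other splits can keep part of the real difference, they cannot decide whether a grouping by chance gave the number of lists over both.

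Of called genes, 1 of the 10 splits gave as many with siMESH1#1 and 1 of the 10 with siMESH1#2, the real split each time, and the other splits called 0. At an unadjusted p under 0.05 the real splits gave 10273 and 7937 genes and the others at most 25 and 235. For both siRNAs together 1 of the 100 splits did, with 2 genes in the largest other split (8103 and 6443 at an unadjusted p under 0.05), and for shared genes 1 of the 100, with 0 in every other (4401 against at most 158 at an unadjusted p under 0.05). A grouping by chance in both experiments together is excluded for these last 2 counts. Within 1 experiment, 10 splits are too few to exclude it.

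The ATF4 targets were not higher as a list with either siRNA. The camera adjusted p was 0.250 with siMESH1#1 (median log2 fold change -0.79), 0.0203 with siMESH1#2 (median -0.18) and 0.0810 over both, each toward lower. Of 42 genes, 21 were lower and 11 higher with siMESH1#1 (22 and 11 adjusted over the list alone), and 24 lower and 9 higher with siMESH1#2. GC correction turned siMESH1#1 toward higher without a call (median 0.16, camera adjusted p = 0.417), in a range from 0.0920 to 0.914 over its alternatives, so GC content does not hide a called rise. The siMESH1#2 call toward lower was lost with an estimated correlation (camera adjusted p = 0.294) and under fgsea (0.0518), in a range from 1.05e-04 to 0.294. Leaving out genes with the siMESH1#2 seed match gave 0.0183 by camera with siMESH1#2, toward lower, so repression of members through that seed does not explain the absence of a rise. Over both siRNAs the list was called lower under fgsea (0.00127), fry (0.0107) and with at least 10 counts (camera adjusted p = 0.0372), in a range from 0.00127 to 0.563, and by camera without siMESH1#1 replicate 2 (0.0373) or replicate 3 (0.0479). By overlap its genes were enriched among those lower over both (Fisher adjusted p = 7.36e-05) and with siMESH1#2 (1.89e-04, or 0.294 above 1.41-fold, in a range from 4.39e-05 to 0.294), and not with siMESH1#1 (0.150, Fisher). ATF4 mRNA itself changed by -0.91 with siMESH1#1 (edgeR adjusted p = 0.292), or -1.82 without siMESH1 replicate 3 (0.0358, edgeR) and 0.68 after GC correction, and -0.0034 with siMESH1#2 (0.954, edgeR). GC and length correction called it higher with siMESH1#2 (0.078, edgeR adjusted p = 0.0395), in a range from 0.0395 to 0.996. The XBP1s targets were higher with siMESH1#1 (median 0.71, camera adjusted p = 0.0120), siMESH1#2 (median 0.22, 0.0138 by camera) and both (0.00663, camera). After GC correction none of these was called (camera adjusted p = 0.870, 0.0886 and 0.442), so GC content remains an open explanation. With an estimated correlation none was called either (camera adjusted p = 0.497, 0.528 and 0.446). Over its alternatives the adjusted p lay between 0.00355 and 0.913 with siMESH1#1, between 0.0114 and 0.528 with siMESH1#2, and between 0.00133 and 0.446 over both. ATF6 targets were higher with siMESH1#2 (median 0.20, camera adjusted p = 0.00267) and not called with siMESH1#1 (median 0.17, 0.835 by camera) or both (0.420, camera). The siMESH1#2 call was lost with an estimated correlation (camera adjusted p = 0.329) and under fgsea (0.0629), in a range from 7.43e-04 to 0.329, and fry called the list over both (0.0378).

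Other genes that the paper discusses changed as follows. HERPUD1 changed by 1.20 with siMESH1#1 (edgeR adjusted p = 0.00348), or 1.10 after GC correction, and 0.11 with siMESH1#2 (0.0570, edgeR), where it was called without siNT replicate 3 (0.00537, edgeR), after GC correction (0.0124, edgeR) and after GC and length correction (0.00657, edgeR), in a range from 0.00657 to 0.787. XBP1 changed by 0.43 (0.00485, edgeR) and 0.39 (3.83e-06, edgeR), and with siMESH1#1 by 0.73 after GC correction and 0.17, not called, with library size alone. DNAJB9 changed by 1.13 (0.00230, edgeR) and 0.51 (1.68e-05, edgeR), and by 0.21 with siMESH1#1 after GC correction, which is not called. ACLY changed by -3.57 (1.78e-04, edgeR), or -2.84 after GC correction, and -0.29 (7.38e-06, edgeR). A fit of all 4 groups did not call ACLY with siMESH1#2 (edgeR adjusted p = 0.110). NADK changed by -2.17 with siMESH1#1 (0.00116, edgeR), or -0.29 and not called after GC correction, and by 0.11 with siMESH1#2 (0.160, edgeR). With siMESH1#2 NADK was called higher after GC correction (0.17, edgeR adjusted p = 0.00295) and GC and length correction (0.17, edgeR adjusted p = 0.00227), in a range from 0.00227 to 0.832. DNAJB9 and ACLY each hold 1 match to the siMESH1#1 seed.

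Of the remaining lists, oxidative phosphorylation was lower with siMESH1#2 (median -0.091, camera adjusted p = 0.00620) and not called with siMESH1#1 (median -0.48, 0.0855 by camera). With siMESH1#1 it was called lower under GC correction (camera adjusted p = 2.42e-04), GC and length correction (0.00618), fry (0.0127) and library size alone (0.0467), in a range from 2.42e-04 to 0.614. Its siMESH1#2 call was lost with an estimated correlation (camera adjusted p = 0.528), in a range from 0.00334 to 0.528, and without siNT replicate 2 (0.0518). Motile cilium was higher with siMESH1#1 (median 1.07, camera adjusted p = 3.63e-04) and not called with siMESH1#2 (median 0.0997, 0.565 by camera). An estimated correlation lost the siMESH1#1 call (camera adjusted p = 0.280), in a range from 1.78e-04 to 0.280. The interferon response was lower with siMESH1#2 (median -0.19, 0.0297 by camera) and not called with siMESH1#1 (median 0.59, 0.430 by camera). The siMESH1#2 call was lost with an estimated correlation (camera adjusted p = 0.528), under fgsea (0.0690) and without siNT replicate 2 (0.0597) or 3 (0.117), in a range from 0.0200 to 0.528 over the alternatives that keep all libraries, and fry called it higher with siMESH1#1 (0.0102). Hypoxia targets were lower with siMESH1#1 (median -1.43, 0.0112 by camera) and not called with siMESH1#2 (median 0.041, 0.352 by camera). An estimated correlation lost that call (camera adjusted p = 0.427), in a range from 0.00117 to 0.427.

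Cholesterol synthesis (median -0.89 and -0.088, camera adjusted p = 0.0855 and 0.317) and NRF2 targets (median 0.36 and 0.096, camera adjusted p = 0.389 and 0.0792) were not called by camera with either siRNA. Under fry cholesterol synthesis was called lower with each (0.00355 and 0.00267) and NRF2 targets higher with each (0.00498 and 8.17e-04). Cholesterol synthesis was also called lower with siMESH1#1 under GC correction (camera adjusted p = 0.0103), GC and length correction (0.0143) and without siMESH1 replicate 2 (0.0475). NRF2 targets were called with siMESH1#1 under fgsea (0.0119) and with siMESH1#2 under GC and length correction (camera adjusted p = 0.0475). Those fry values are the lowest over the alternatives, and the highest were 0.489 and 0.462 for cholesterol synthesis and 0.614 and 0.294 for NRF2 targets. Base excision repair was lower with each siRNA (median -1.07 and -0.24, camera adjusted p = 3.54e-04 and 0.00511). Both calls were lost with an estimated correlation (camera adjusted p = 0.365 and 0.294), the highest of ranges from 1.80e-04 and 3.32e-04.

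Best members of the lists over both siRNAs changed in the same direction with each siRNA on the log2 scale before GC correction. NDUFA5 rose by 1.67 with siMESH1#1 and 0.70 with siMESH1#2, ENKUR by 2.84 and 0.75, DNAJC3 by 0.82 and 0.39, EDEM1 by 0.70 and 0.77, KDM3A by 1.01 and 0.45, and ABCC2 by 1.26 and 0.96. SLC7A1 changed by -0.41 and -1.02, and OAS3 by -1.59 and -1.88. After GC correction the siMESH1#1 changes were 0.53 for NDUFA5, 1.84 for ENKUR, 0.26 for EDEM1, 0.50 for KDM3A and 0.77 for ABCC2. DNAJC3 (-0.12, edgeR adjusted p = 0.124), SLC7A1 (0.51, edgeR adjusted p = 0.0768) and OAS3 (-0.26, edgeR adjusted p = 0.331) were then not called with siMESH1#1, in ranges from 7.04e-05 to 0.124, from 7.57e-06 to 0.115 and from 5.03e-29 to 0.331 over their alternatives. GC and length correction called DNAJC3 lower with siMESH1#1 (-0.19, edgeR adjusted p = 0.0345). NDUFA5 holds 1 match and ENKUR 2 matches to the siMESH1#1 seed, and SLC7A1 holds 1 match to the siMESH1#2 seed.

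GAPDH, often used as a stable reference, was 3523 ± 384 CPM with siNT in experiment 1 and 242, 130 and 382 CPM in the siMESH1#1 libraries (log2 fold change -3.81, or -1.33 after GC correction), and did not fall with siMESH1#2. ENO1 and EEF2 changed by -2.71 and -1.98 with siMESH1#1, or -0.33 and 0.84 after GC correction. ACTB, the paper's qPCR reference, changed by -1.38 with siMESH1#1, or 0.39 after GC correction, and by -0.45 with siMESH1#2.

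The siNT libraries of the 2 experiments differ by GC content (gap of -3.21 for experiment 1 minus experiment 2) and for ribosomal genes. Before TMM scaling RPS27 had 0.653 CPM in experiment 1 and 177 in experiment 2, and RPL7 1.44 and 267. Of 80 cytosolic ribosome genes, 9 were under 10 CPM in siNT and 19 in siMESH1#1 of experiment 1, and 7 in each group of experiment 2.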
